# An integrated functional genomic study of acute phenobarbital exposure in the rat

**DOI:** 10.1186/1471-2164-11-9

**Published:** 2010-01-06

**Authors:** Claire L Waterman, Richard A Currie, Lisa A Cottrell, Jacky Dow, Jayne Wright, Catherine J Waterfield, Julian L Griffin

## Abstract

**Background:**

Non-genotoxic carcinogens are notoriously difficult to identify as they do not damage DNA directly and have diverse modes of action, necessitating long term in vivo studies. The early effects of the classic rodent non-genotoxic hepatocarcinogen phenobarbital have been investigated in the Fisher rat using a combination of metabolomics and transcriptomics, to investige early stage mechanistic changes that are predictive of longer term pathology.

**Results:**

Liver and blood plasma were profiled across 14 days, and multivariate statistics used to identify perturbed pathways. Both metabolomics and transcriptomics detected changes in the liver which were dose dependent, even after one day of exposure. Integration of the two datasets associated perturbations with specific pathways. Hepatic glycogen was decreased due to a decrease in synthesis, and plasma triglycerides were decreased due to an increase in fatty acid uptake by the liver. Hepatic succinate was increased and this was associated with increased heme biosynthesis. Glutathione synthesis was also increased, presumably in response to oxidative stress. Liquid Chromatography Mass Spectrometry demonstrated a remodeling of lipid species, possibly resulting from proliferation of the smooth endoplasmic reticulum.

**Conclusions:**

The data fusion of metabolomic and transcriptomic changes proved to be a highly sensitive approach for monitoring early stage changes in altered hepatic metabolism, oxidative stress and cytochrome P450 induction simultaneously. This approach is particularly useful in interpreting changes in metabolites such as succinate which are hubs of metabolism.

## Background

Non-genotoxic carcinogens are difficult to screen for as the development of tumours only occurs after long term exposure and, since there is no damage to DNA, they cannot be detected by conventional genotoxicity assays such as the Ames test, *in vitro *clastogenesis assays or the mouse micronucleus test. Definitive characterization of non-genotoxic rat carcinogens requires the outcome of a two year bioassay. There are earlier indicators of hepatocarcinogenic potential which include increased liver weight, evidence of cytotoxicity, enzyme induction and CAR agonist activity which are used to aid dose setting for long term bioassays and in estimating risk. However, their predictive power is limited and complicated by the fact that non-genotoxic carcinogens represent a diverse range of mechanisms [1,2].

Phenobarbital (PB) is a well characterized rodent non-genotoxic carcinogen which causes an increase in the incidence of liver tumors after long term exposure. This follows a reversible increase in liver weight, attributed to a combination of hyperplasia and hypertrophy [3,4]. In Fischer F344 rats exposed to PB in the diet for two years, an increase in the incidence of neoplastic nodules was reported at a dose of 1000 ppm [5], with no changes observed at 500 or 600 ppm [6,7]. In another study Rossi *et al*. found an increase in adenomas in Wistar rats exposed to 500 ppm PB in drinking water following exposure for three years [8]. Isenberg *et al*. reported that in F344 rats, exposure to 500 ppm PB in the diet for 1-2 weeks produces an increase in relative liver weight which is reversible on returning the animals to control diet. If the exposure is continued for 18 months, then a sustained increase in relative liver weight is observed. However, the increase in liver weight is only accompanied by a transient increase in DNA synthesis, peaking at two weeks of exposure and no hepatic cancer [9].

With the advent of global profiling approaches, including transcriptomics, proteomics and metabolomics, there is now the opportunity to profile different levels of organization of a biological system in tissues and biofluids, thus aiding the understanding of mechanisms/modes of action and the identification of potential biomarkers of responses which reflect underlying pathophysiological perturbations. In addition these 'omic' approaches are hypotheses generating and are particularly appropriate for systems where the mechanism of toxicity is unknown or poorly defined [10-12]. Furthermore, profiling a range of potential biomarkers may provide more sensitive or earlier indicators of pathological change.

In the present study a combination of metabolomics, transcriptomics and histology were used to identify changes occurring in the liver and plasma of Fisher F344 rats during exposure to a range of doses of PB over a period of 14 days. The doses were selected to provide a low dose of 50 ppm which is non-carcinogenic and does not cause an increase in liver weight, a middle dose of 500 ppm which causes an increase in liver weight but is not carcinogenic and high dose of 1000 ppm which is carcinogenic and causes an increase in liver weight. The integration of data from different 'omic' techniques presents a considerable challenge, but by combining datasets as part of a data fusion process, it is possible to produce information of greater value than that obtained from the individual datasets. This study demonstrates how this data fusion can be achieved in order to enhance understanding of the mechanisms involved in a toxic response.

## Results

### Liver and body weight

There was a significant increase in liver weight (adjusted for body weight) in PB treated animals compared to controls (table 1) at all time points for 500 and 1000 ppm. Body weight was significantly increased in the 500 and 1000 ppm groups at day 14 (p < 0.01), reflecting an increase in the average food intake for the 500 and 1000 ppm groups (10%and 11%, respectively; p < 0.01).

**Table 1:** Liver and body weights, Ki67 labeling indices and plasma clinical biochemistry

		Dose PB			
		
		Control	50 ppm	500 ppm	1000 ppm
**Day 1**	Relative liver weight (%)	4.57 ± 0.17	4.67 ± 0.12	4.89 ± 0.09**	4.58 ± 0.15
	Body weight (g)	205.8 ± 3.6	207.0 ± 6.9	210.2 ± 9.0	207.2 ± 8.8
	Ki67 labeling index (%)	6.77 ± 2.54	8.63 ± 2.56	7.94 ± 2.41	9.87 ± 2.88
	Total Protein (g/l)	62.9 ± 1.1	62.7 ± 1.7	63.9 ± 1.8	62.8 ± 2.0
	Cholesterol (mmol/l)	1.39 ± 0.06	1.35 ± 0.08	1.41 ± 0.11	1.39 ± 0.12
	Triglycerides (mmol/l)	1.27 ± 0.26	1.20 ± 0.07	1.56 ± 0.17	1.40 ± 0.44
	Alkaline Phosphatase (IU/l)	1120 ± 27	1071 ± 35	1117 ± 103	1048 ± 106
	Glutamate Dehydrogenase (U/l)	5.56 ± 0.48	6.62 ± 1.29	6.62 ± 1.55	5.64 ± 0.61

**Day 3**	Relative liver weight	4.73 ± 0.25	4.97 ± 0.21	5.17 ± 0.27*	5.63 ± 0.21**
	Body weight (g)	216.4 ± 10.4	214.8 ± 11.6	217.0 ± 7.8	209.0 ± 12.2
	Ki67 labeling index (%)	6.92 ± 0.73	6.14 ± 0.74	9.65 ± 0.58**	11.13 ± 1.73**
	Total Protein (g/l)	63.7 ± 3.7	62.9 ± 0.6	63.6 ± 3.6	64.8 ± 3.6
	Cholesterol (mmol/l)	1.38 ± 0.09	1.52 ± 0.15	1.72 ± 0.14*	1.86 ± 0.34**
	Triglycerides (mmol/l)	1.27 ± 0.17	1.29 ± 0.35	1.36 ± 0.25	1.33 ± 0.42
	Alkaline Phosphatase (IU/l)	1125 ± 112	1081 ± 38	942 ± 142	864 ± 133**
	Glutamate Dehydrogenase (U/l)	6.28 ± 0.53	5.43 ± 0.36	5.54 ± 0.94	5.82 ± 0.79

**Day 7**	Relative liver weight	4.31 ± 0.13	4.66 ± 0.12**	5.37 ± 0.17**	5.7 ± 0.14**
	Body weight (g)	225.6 ± 4.7	229.8 ± 12.1	228.8 ± 8.3	231.4 ± 6.7
	Ki67 labeling index (%)	5.08 ± 0.33	4.33 ± 1.12	4.63 ± 1.12	4.35 ± 1.21
	Total Protein (g/l)	61.0 ± 0.8	61.5 ± 1.1	64.3 ± 1.7**	66.3 ± 1.7**
	Cholesterol (mmol/l)	1.44 ± 0.10	1.41 ± 0.12	1.74 ± 0.07**	1.92 ± 0.08**
	Triglycerides (mmol/l)	1.04 ± 0.28	1.26 ± 0.11	0.90 ± 0.26	0.85 ± 0.07
	Alkaline Phosphatase (IU/l)	1007 ± 60	986 ± 95	883 ± 48*	837 ± 51**
	Glutamate Dehydrogenase (U/l)	4.70 ± 0.12	5.78 ± 0.43*	6.26 ± 0.79**	6.64 ± 0.52**

**Day 14**	Relative liver weight	4.22 ± 0.16	4.43 ± 0.18	5.39 ± 0.23**	5.7 ± 0.16**
	Body weight (g)	232.2 ± 7.8	240.6 ± 6.5	258.0 ± 11.4	266.2 ± 13.7
	Ki67 labeling index (%)	2.03 ± 1.04	1.10 ± 0.26	1.38 ± 0.49	1.83 ± 0.63
	Total Protein (g/l)	60.9 ± 0.9	59.8 ± 1.5	64.5 ± 1.9*	65.3 ± 3.2**
	Cholesterol (mmol/l)	1.22 ± 0.07	1.14 ± 0.10	1.42 ± 0.13*	1.60 ± 0.17**
	Triglycerides (mmol/l)	1.15 ± 0.11	1.23 ± 0.20	0.68 ± 0.10**	0.53 ± 0.14**
	Alkaline Phosphatase (IU/l)	952 ± 55	889 ± 149	821 ± 39	765 ± 14**
	Glutamate Dehydrogenase (U/l)	5.76 ± 1.26	6.56 ± 2.37	5.06 ± 0.86	6.92 ± 0.86

Relative liver weight, body weight, Ki67 labeling index and plasma clinical biochemistry data (for parameters which were significantly changed). All values are mean ± standard deviation. * p < 0.05 compared to time matched controls, ** p < 0.01 compared to time matched controls.

### Histopathology

Centrilobular hepatocyte hypertrophy was observed in all dose groups. The incidence and time of onset were related to dose. On day 1, only the mid dose (3/5) and high doses (1/5) were affected, whilst by day 3 the incidence had risen to 3/5 at 50 ppm, 5/5 at 500 ppm and 1000 ppm. Electron microscopy confirmed the hypertrophy to reflect smooth endoplasmic reticulum proliferation (figure 1).

**Figure 1:**
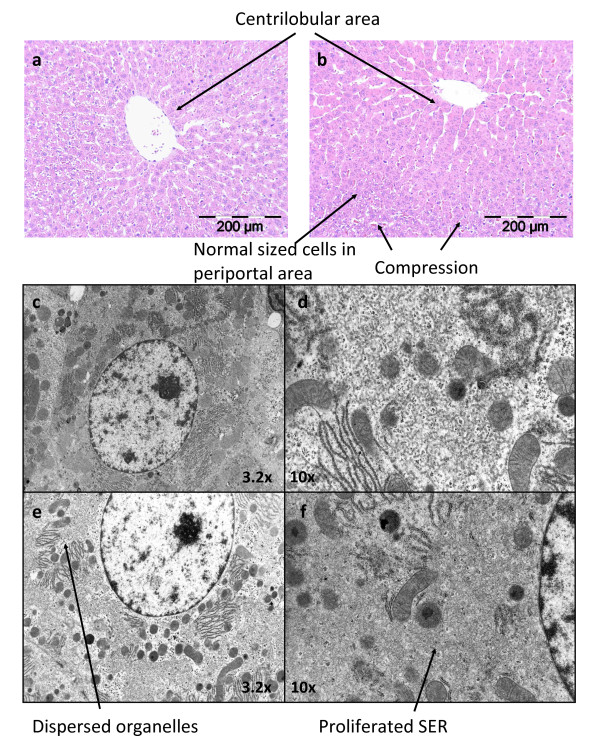
**Liver histopathology**. Liver histology. Upper panel: light microscopy image of hematoxylin and eosin stained liver tissue from control (**A**) and PB treated (**B**) animals. Livers from PB treated animals show centrilobular hypertrophy, compression of the periportal areas and eosinophilc appearance. Lower panel: electron microscopy images of control (**C**) and PB treated livers (**D**, **E & F**). PB treated livers showed dispersion of organelles and proliferation of the smooth endoplasmic reticulum.

### Clinical chemistry

Significant changes in plasma clinical chemistry were only detected with the 500 and 1000 ppm dose groups, with the exception of glutamate dehydrogenase where changes were also detected for the 50 ppm dose group. Plasma cholesterol and alkaline phosphatase activity were increased on days 3, 7 and 14. Triglycerides were decreased on day 14 and glutamate dehydrogenase was increased at day 7. Total protein was increased on days 7 and 14 (table 1).

### Labeling Index (Ki67)

At day 3 the Ki67 labeling indices were statistically significantly increased by doses of 500 (39%) and 1000 ppm (61%) (table 1). There was no change in the labeling index at other time points.

### Metabolomic analysis of liver tissue

Principal Components Analysis (PCA) of the ^1^H nuclear magnetic resonance (NMR) spectroscopy dataset from all time points combined demonstrated some separation according to dose (data not shown). However, analysis of individual time points using PCA demonstrated separation between the different dose groups which was improved by using partial least squares (PLS) to regress metabolic profile against dose of PB (Q^2 ^= 0.69, 0.54, 0.60, 1 component, for days 1, 3, and 14 respectively, Q^2 ^= 0.60, 2 components, day 7; figure 2A, table 2). The largest change associated with these PLS plots was a dose dependent decrease in glucose and glycogen at all time points in rats exposed to PB. There was also an increase in succinate and a decrease in adenosine with increasing dose of PB at all time points. At days 1-7, PB caused an increase in glutamine and glutathione (see additional file 1).

**Table 2:** Q^2 ^values for PLS models

	NMR aqueous	GC-MS aqueous	GC-MS lipid	Plasma NMR
**Day 1**	0.69 (1)	0.50 (1)	-	-

**Day 3**	0.54 (1)	0.55 (1)	0.43 (1)	0.35 (1)

**Day 7**	0.50 (2)	0.73 (1)	0.55 (1)	0.61 (2)

**Day 14**	0.60 (1)	0.64 (1)	0.41 (1)	0.68 (1)

Q^2 ^values for PLS models using data from different platforms and at different time points. The Q^2 ^is a measure of how robust a model is, scored out of 1, with higher values indicating a better model. The number in brackets is number of components in the model.

**Figure 2:**
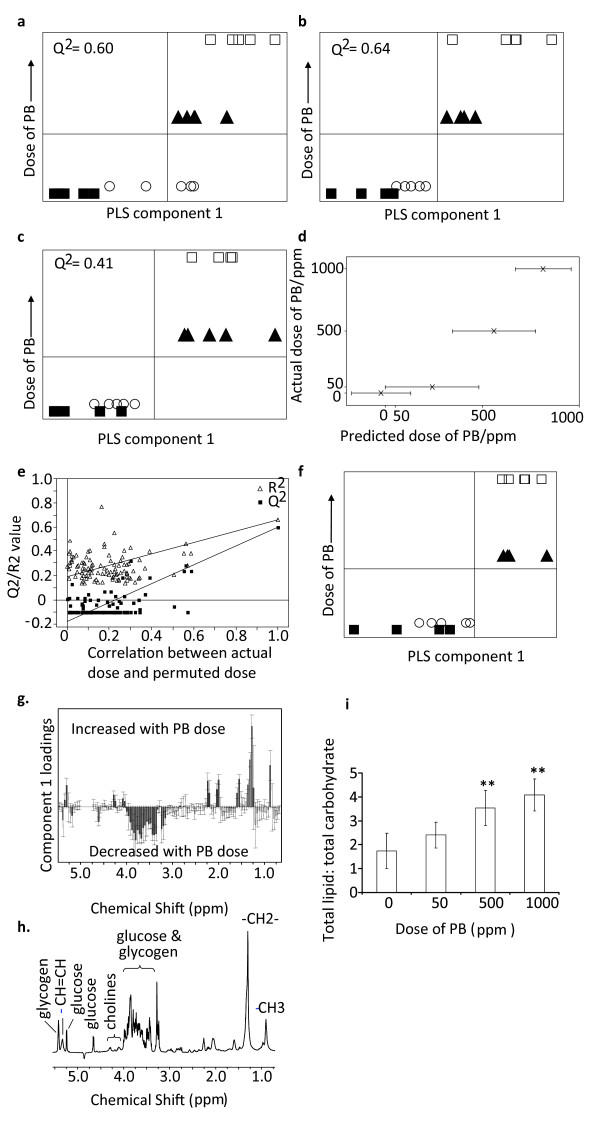
**PLS modeling of metabolomic data**. PLS plots correlating metabolic profiles with dose of PB at day 14 using ^1^H-NMR (A), GC-MS analysis of the aqueous extract (B), and GC-MS analysis of the lipid extract (C). In addition to the use of Q^2 ^values, models were validated to prevent over fitting by leaving samples out of the model building stage and then predicting their dose of PB (D) (mean ± standard deviation of 5 iterations) and also by using the validate function in SIMCA-P+ with 200 iterations (E). In this approach the actual model is compared with models formed where the Y value (in this case dose) is randomly permuted to produce models where there should be no correlation between the X-block and Y-block matrices. As demonstrated in panel E, the decreases in R^2 ^and Q^2 ^as the dose is randomly permuted is indicative of a robust model. PLS analysis of MAS ^1^H-NMR data separated the control and low dose from the mid and high dose groups (F). The corresponding loadings column plot (G i) and assigned spectra (G ii) showed that exposure to PB increased lipids and decreased sugars. The ratio of total lipid to total carbohydrate was increased in the mid and high dose groups compared to the control group (H). Plot show average ± standard deviation (n = 5) with significant changes as determined by ANOVA with Dunnett's post test for multiple comparisons labelled ** (p < 0.01). Key: Control (filled square) 50 ppm (open circle) 500 ppm (filled triangle) 1000 ppm (open circle).

At each time point PCA of the data produced by GC-MS (gas chromatography-mass spectrometry) analysis of the aqueous phase separated the different doses of PB, although at days 1 and 3 the 50 ppm dose group could not be separated from the control group. The same trend was also detected using PLS to regress metabolic profile against dose with improved separation (Q^2 ^= 0.50, 0.55, 0.73, 0.64, all 1 component, days 1, 3, 7 and 14, respectively; figure 2B, table 2). PB caused an increase in succinate and glycine at all time points and 5-oxoproline at days 1, 3 and 14. Disaccharides, ethanolamine and fructose were also all decreased by PB at days 1, 3 and 7 and ribose was decreased at days 3 and 14 (table 3).

**Table 3:** Fold change in expression of selected genes.

	Fold change relative to time matched controls											
**Time point**	**Day 1**			**Day 3**			**Day 7**			**Day 14**		

**Dose (ppm)**	**50**	**500**	**1000**	**50**	**500**	**1000**	**50**	**500**	**1000**	**50**	**500**	**1000**

hexokinase D	1.10	0.67	0.23*	0.99	0.84	0.41	0.85	0.30*	0.39*	0.64	0.44*	**0.40**
glutamine synthetase	1.09	0.60**	0.57**	0.83	0.48**	0.39**	1.01	0.46*	0.45**	0.80*	0.44**	0.30*
glutamine cysteine ligase	1.00	1.28	1.59*	1.11	1.76**	1.80**	0.64**	0.69**	0.92	1.06	1.16	1.04
glutathione reductase	1.14	1.30*	1.57**	1.16	1.86**	1.99**	0.79	1.33**	1.74**	0.94	1.43	1.61*
malic enzyme	1.38	1.84**	1.72*	0.77	1.64*	1.87**	0.87	1.13	1.71	1.19	2.15*	1.74
aminolevulinate synthase	1.84	2.54*	3.68**	1.06	1.77*	2.29**	1.26	1.54	2.05	0.83	1.40	1.39
lipoprotein lipase	0.83*	0.95	1.19	1.13	1.69	2.32**	1.13	3.94**	7.33**	0.81	4.19**	5.16**
epoxide hydrolase	1.36*	2.19**	2.57**	1.14	2.46**	2.88**	1.15	2.38**	2.67**	1.72*	3.33**	3.33**
CYP 3A 3	1.21	1.66**	1.74**	0.97	1.71**	1.84**	1.02	1.69**	1.70**	1.04	1.58**	1.81**
Aldehyde dehydrogenase 1 A1	1.41	2.69*	4.87**	1.28	6.09*	9.82**	1.31	8.70**	14.11**	3.93	23.86**	24.59**
liver UDP-glucuronosyltransferase, PB-inducible form	1.88	3.96**	4.98**	2.77**	6.45**	6.71**	3.97**	6.18**	6.63**	3.63**	6.10**	5.89**
glutathione S-transferase Yb4 gene	0.91	1.73	2.19	1.65	6.27**	9.01**	1.45	6.19**	8.44**	1.80	6.56**	7.89**
CYP 2B2	4.23*	7.30**	7.06**	5.74**	8.75**	9.16**	5.58**	8.08**	7.01**	6.19**	8.48**	8.71**

Fold changes in expression for selected genes. * p < 0.05 compared to time matched controls, ** p < 0.01 compared to time matched controls.

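Aldh1a1, the aldehyde dehydrogenase that makes retinoic acid from retinal, covered the widest span of the 12 genes of table 3 that could be recomputed. Its mean signal on day 14 was 613 ± 102 (SD, n = 3) at 0 ppm and 18020 ± 5118 (SD, n = 3) at 1000 ppm, a ratio of 29.4, and its lowest ratio was 1.15, at 50 ppm on day 7. Lpl, the lipoprotein lipase, had ratios from 0.809 to 6.91. Ugt2b1, a UDP-glucuronosyltransferase, had ratios from 1.66 to 7.27, and the probeset annotated to both Cyp2b2 and Cyp2b1 had ratios from 3.70 to 10.1. Ephx1, the microsomal epoxide hydrolase, ran from 1.12 to 3.91, and Alas1, the first enzyme of heme synthesis, from 0.973 to 3.18. Malic enzyme (Me1) ranged from 0.841 to 2.09, and glutamine synthetase (Glul) from 0.511 to 1.15. Each ratio divides the mean signal of treated animals by that of the time-matched controls, at 1 of 3 doses and 4 days, with 3 animals in each mean and 2 for Lpl in the controls and at 500 ppm on day 1, where 1 array lists no value. The ratios carry no test of their own.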

While there was no dose dependent trend in the data from the lipid fraction detected by PCA or PLS at day 1, at days 3, 7 and 14 there was separation according to dose with the same trend being detected at each time point. By PCA there was some separation between the control and 50 ppm groups and the 500 and 1000 ppm groups which was increased by PLS but the control group and 50 ppm dose group were still poorly discriminated, as were the 500 and 1000 ppm dose groups (Q^2 ^= 0.43, 0.55, 0.41, all 1 component, days 3, 7 and 14 respectively; figure 2C, table 2). These models determined that PB caused an increase in oleic acid at days 3, 7 and 14 and an increase in cis-5,8,11,14,17-eicosapentaenoic acid at days 7 and 14. At days 3 and 7 PB caused a decrease in arachidonic acid, docosahexaenoic acid and pentadecanoic acid (table 3). The PLS models built for each technique and time point all passed cross-validation either in terms of predicting the dose of PB during a leave-one-out analysis (figure 2d) or during a random permutation test for dose (figure 2e).

### High resolution magic angle spinning ^1^H NMR analysis of liver tissue

Following the observation that PB exposure decreased the glucose and glycogen content of the liver, we hypothesized PB alters the ratio of mobile cytosolic lipid to carbohydrate in the liver. High resolution magic angle spinning (HRMAS) NMR spectroscopy is a technique which allows the acquisition of high resolution NMR spectra from solid tissue samples, and was conducted on intact liver samples from day 14 to determine if the ratio of lipid to carbohydrate in the liver was changed by PB exposure. PLS separated the 0 and 50 ppm groups from the 500 and 1000 ppm groups (Q^2 ^= 0.86, 4 components) (figure 2f). The loadings showed that resonances corresponding to the fatty acids and choline groups of lipids were increased with increasing dose of PB, whereas resonances from glucose and glycogen were decreased with increasing dose of PB (figure 2g). The ratio of total fat to total carbohydrate increased by 103% and 134% for the 500 and 1000 ppm groups, respectively (p < 0.01) (figure 2h).

### Metabolic profiling of plasma

PCA of data from individual time points from the ^1^H-NMR spectroscopy of the blood plasma samples separated the control and 50 ppm dose groups from the 500 and 1000 ppm dose groups for all time points after day 1, with this separation becoming more pronounced at 7 and 14 days (PLS models Q^2 ^= 0.35, 0.68, 1 component, days 3 and 14 respectively, Q^2 ^= 0.61, 2 components, day 7; figure 3A, table 2). The concentrations of valine, lactate, glutamate and glutamine were increased by PB exposure at days 3, 7 and 14. Similarly, the concentrations of isoleucine, leucine acetate and choline/phosphocholine were increased at days 7 and 14. PB caused a decrease in plasma lipid which was more pronounced at later time points (table 3). The broad resonance corresponding to the terminal methyl groups of fatty acids changed in shape with an increase in the 0.84-0.86 ppm region and decrease in the 0.88-0.90 ppm region (figure 3B), reflecting an increase in the fraction of higher density lipoproteins [13].

**Figure 3:**
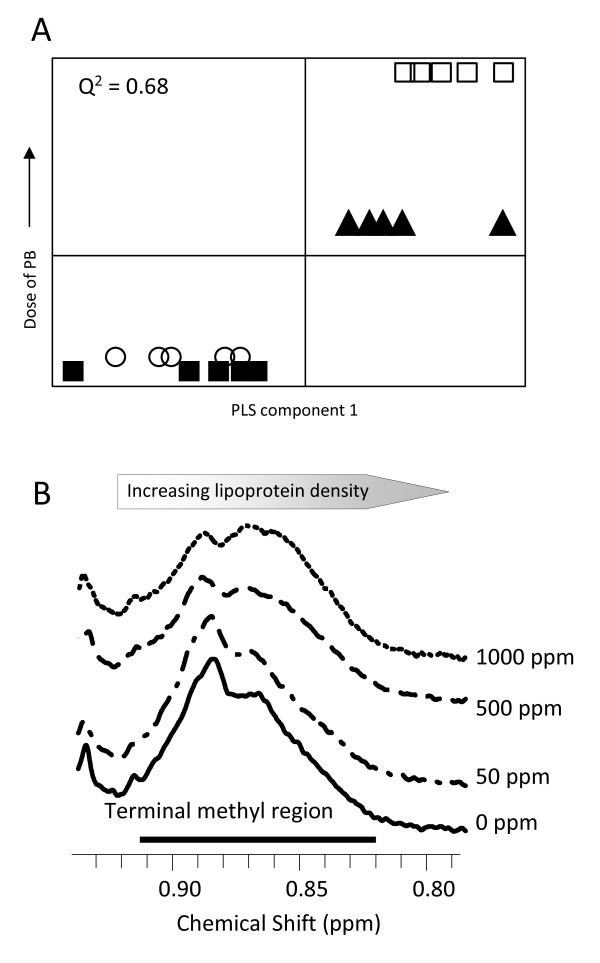
**Plasma lipoprotein profile**. PLS plots correlating metabolic profiles with dose of PB at day 14 using ^1^H-NMR spectroscopy of blood plasma (A). Key: Control (filled square), 50 ppm (open circle), 500 ppm (filled triangle), 1000 ppm (open square). Overlaid ^1^H-NMR spectra from the region containing the terminal methyl group of fatty acids in blood plasma (**B**). A change in the shape of the peak, with an increase in the proportion of lower chemical shift, higher density lipoprotein with increasing dose of PB is clearly detected. This is characteristic of an increase in high density lipoprotein particles relative to low density lipoprotein particles.

### Gene expression profiling of liver

Phenobarbital induced changes in the expression of 897 probesets. 

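Liver RNA from 48 male F344 rats was measured on 1-colour Affymetrix rat genome arrays, with 1 array for each animal. There were 3 animals in each of 16 groups, at 0, 50, 500 or 1000 ppm PB in the diet for 1, 3, 7 or 14 days. The authors combined the probe intensities into MAS 5.0 signals, 1 for each of 31099 probesets, and scaled every array to a mean of 500. The deposited table lists between 13506 and 16378 signals for an array (median 15337) and gives no value for the other probesets. What an absent value stands for is not stated, so it was treated as missing, a rule set after the deposited tables had been seen. The median number of listed signals within a group of 3 ran from 13791 at 500 ppm on day 7 to 16095 at 500 ppm on day 3. After 57 control probesets were left out, 18073 probesets with a signal of at least 90 on at least 3 arrays were kept. A comparison was tested where each group had at least 2 listed signals. Log2 signals of all 48 arrays were fitted together in limma with a mean for each group, and p-values were adjusted by Benjamini-Hochberg within each comparison at a threshold of 0.05. A gene was read from the probeset with the highest mean signal among those annotated to it alone. Errors given with log2 fold changes are standard errors from this fit. The study design gives each array 1 of 6 run dates, and no group was spread over all runs. Values from a fit that includes the run as a block are therefore given beside the others. For 7 arrays the deposited labels and the animal numbers of the study design name different groups, and the animal numbers were followed. The number of arrays, 3 in a group, limits the precision.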

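PB raised the expression of drug-metabolizing enzymes at every dose. Ces2c, a liver carboxylesterase, was 8.47-fold higher at 1000 ppm than in time-matched controls (log2 fold change 3.08 ± 0.10, n = 12 against 12 over the 4 days). Aldh1a1 rose by 3.53 ± 0.17 on the same scale, while Fmo1, a flavin-containing monooxygenase, fell by 1.28 ± 0.12. A list of genes induced through the receptor CAR was fixed before the data were examined, from textbook knowledge and the paper's text. It holds genes that the paper reports as raised in these same arrays, such as Aldh1a1, Ugt2b1 and Ephx1, so its counts are not independent support. Of its 31 tested genes 26 were higher and 1 was lower at 1000 ppm (26 and 2 when adjusted over the list alone). At 500 ppm 24 of them were higher and 2 were lower, and at 50 ppm 5 were higher and none was lower (12 and 1 when adjusted over the list alone). The 50 ppm dose raised Ugt2b1 by 1.58 ± 0.08, Aldh1a1 by 0.83 ± 0.17 and Ephx1 by 0.43 ± 0.05. Across all probesets and averaged over the 4 days, 585 were higher and 503 lower at 500 ppm, and 901 were higher and 889 lower of 12680 tested at 1000 ppm. At 50 ppm 19 were higher and none was lower, with 1081 at an unadjusted p under 0.05 from limma. With the run as a block these counts were 872, 1657 and 17, in the order 500, 1000 and 50 ppm. The shares of higher probesets at 500 and 1000 ppm, 53.8% and 50.3%, were 38.4% and 31.5% after quantile normalization of the listed signals between arrays. A 2-way analysis of variance on dose and day, over the 2584 probesets with a change of at least 1.5-fold in some group, gave 754 probesets with a dose effect at an adjusted p under 0.05.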

Hierarchical clustering using Pearson correlation coefficients revealed a complex temporal and dose-dependent pattern (figure 4). 

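The response of the cytochrome P450 2B probeset, annotated to Cyp2b2 and Cyp2b1, rose steeply between 0 and 50 ppm and further at 500 ppm. It was 5.47-fold higher at 50 ppm, 8.32-fold higher at 500 ppm and 8.07-fold higher at 1000 ppm, averaged over the 4 days (standard error of the log2 change 0.07, n = 12 at each dose). The difference between 1000 and 500 ppm for this probeset was -0.04 on the log2 scale (adjusted p = 0.992). Over all 12396 probesets tested, none passed the threshold between 1000 and 500 ppm in limma, with 712 at an unadjusted p under 0.05 and 1 passing with the run as a block. With time, App, the amyloid precursor protein gene, rose more at 1000 ppm on day 14 than on day 1, by 1.51 ± 0.21 on the log2 scale. Oat, ornithine aminotransferase, fell more on day 14, the difference being -1.82 ± 0.38. In all, 132 probesets responded differently to 1000 ppm on the 2 days, 70 with a higher and 62 with a lower response on day 14. After quantile normalization 30 had a higher and 1014 a lower response. With the run as a block 1 probeset did, and none was called in both fits. Against time-matched controls 343 probesets changed at 1000 ppm on day 1, 563 on day 3, 269 on day 7 and 467 on day 14, with 6, 409, 13 and 67 when the run was a block. The counts at 500 ppm were 117, 169, 465 and 218 on these days (21, 4, 12 and 13 when the run was a block), and those at 50 ppm were 2, 14, 521 and 16 (1, 1, 87 and 3). For 50 ppm on day 7, placing the 7 arrays by their labels gave 8 and leaving them out 7. Quantile normalization moved the median log2 fold change of all probesets to -0.12 at 50 ppm on day 3, -0.20 at 500 ppm on day 7, -0.20 at 1000 ppm on day 14 and -0.26 in the comparison of day 14 with day 1. Of the probesets that changed at 500 ppm on day 7, 58.3% were higher on the deposited scale and 6.98% after that normalization. It used the listed signals only, and the median number listed was 13791 at 500 ppm on day 7 and 15942 in its controls. Unequal listing can move such medians and shares without a change in expression, and its part was not tested.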

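Enzymes of drug metabolism were among the genes that stayed high at 500 or 1000 ppm from day 1 to day 14. At 1000 ppm Akr7a3, an aldo-keto reductase, rose by 1.07, 1.22, 1.03 and 1.85 on days 1, 3, 7 and 14 on the log2 scale, and Por, the reductase that passes electrons to cytochrome P450, by 1.17, 1.09, 0.87 and 1.20 (standard errors 0.28 and 0.17, n = 3 on each day). Meox2, a homeobox transcription factor, and Zdhhc2, a palmitoyltransferase, also stayed high, with 1.10 ± 0.22 and 1.60 ± 0.16 on day 14. The genes that stayed low were Glul and Fmo1. In all, 31 probesets were higher and 4 were lower at 500 or 1000 ppm on all 4 days by at least 1.5-fold. The 4 lower ones were 3 probesets of Glul and 1 of Fmo1. Another 282 probesets changed on day 1 or 3 and on neither day 7 nor day 14, of which 146 were higher. Pcna, the sliding clamp of DNA replication, was among them. Each call came from limma at an adjusted p under 0.05. A pass on 1 day without a pass on another is not a test that the days differ. The sustained higher class, with the run as a block, held 4 probesets, the sustained lower class 0, and 252 changed early only. That block multiplied the variance at 1000 ppm by 3.98, 1.52, 3.52 and 2 on days 1, 3, 7 and 14, so power differed between the days. Without control replicate 3 of day 3 the sustained lower class held 2.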

Some genes were clearly upregulated transiently at early time points (figure 4A and 4B), whereas others showed persistent down- or up-regulation (figure 4C and 4D respectively). Those genes showing transient increases in expression were over-represented in Gene Ontology, KEGG and GenMAPP annotations associated with the proteosome, starch and sucrose metabolism and the cell cycle. Those genes that have sustained alterations in expression were over-represented in genes with annotations including control of apoptosis, oxidative stress, and xenobiotic metabolism (additional file 2).

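Genes of the proteasome rose on days 1 and 3 at 1000 ppm, as did Pcna and Mcm7 of DNA replication. Psmd14, the deubiquitinating subunit of the 19S particle, rose by 0.65 ± 0.11 on the log2 scale on day 1 and had a change of 0.06 ± 0.11 on day 14 (n = 3 against 3). Psma1, a subunit of the 20S core, rose by 0.66 ± 0.13 on day 1 and 0.51 ± 0.13 on day 3. Pcna was 1.77-fold higher on day 1, and Mcm7, part of the replicative helicase, rose by 0.68 ± 0.13 and 0.58 ± 0.13 on days 1 and 3, while Mcm2, Mcm4, Mcm5, Rrm1, Tyms and Top2a passed on neither day.
Of the 33 proteasome genes tested, 19 were higher on day 1, 15 on day 3, 1 on day 7 and 1 on day 14, and none was lower (24, 24, 7 and 1 when adjusted over the list alone). After quantile normalization 19, 9, 0 and 0 were higher, and dividing each array by the mean of its listed signals, chosen after the data were seen, gave 12 on day 1 and 7 on day 3, and dividing by their median, chosen likewise, gave 21 and 6. As a set they moved up against all other genes on day 1 (camera, adjusted p = 1.2e-22, and adjusted p = 0.00169 with an estimated correlation). Of the cell cycle genes 4 of 31 were higher on day 1 and 4 of 32 on day 3, and none of 26 on day 7 or of 15 on day 14 (15, 12, 0 and 0 when adjusted over the list alone). These were 7 on day 1 and 4 on day 3 after quantile normalization, 8 and 2 on arrays divided by that median and 4 and 2 on arrays divided by that mean. The day 1 set test, which covers the 6 cell cycle genes listed on every array, gave an adjusted p of 1.4e-08, and adjusted p = 0.00581 with an estimated correlation. The difference in response between day 14 and day 1 was itself tested: it was -0.79 for Pcna and -0.58 for Psmd14, both past the threshold (adjusted p = 0.0102 and 0.0454 in limma) and neither with the run as a block (0.733 and 0.728). For the list members listed on every array, 33 of the proteasome and 6 of the cell cycle, this difference was lower, with adjusted p = 8.8e-06 for the proteasome (adjusted p = 0.235 with an estimated correlation) and 3.5e-04 for the cell cycle (adjusted p = 0.235 with an estimated correlation). The paper does not list the genes of its term starch and sucrose metabolism, and that term was not tested. A different list was read instead, with 16 tested genes of glycogen and glucose metabolism. Of these, 2 were lower on day 1, 3 on day 3, 1 on day 7 and 1 on day 14, and none was higher (3, 7, 2 and 3 lower when adjusted over the list alone). The day 14 count depended on the scaling, with 5 lower after quantile normalization and 7 with each array divided by the median of its listed signals, a setting chosen after the data were seen. Ppp1r3b, which targets a phosphatase to glycogen, fell by 1.11 ± 0.22 on day 1 and by 0.97 ± 0.22 on day 3 (adjusted p = 0.637 and 0.0167 with the run as a block, and -1.11 became -0.86 on day 1). No proteasome or cell cycle gene passed on day 1 with the run as a block, while 14 and 2 passed on day 3, and of the glycogen and glucose genes 0, 2, 0 and 0 were lower on the 4 days. The run block multiplied the variance of the day 1 comparison by 3.98, and the proteasome's median change on day 1 was 0.32 without it and 0.34 with it. The median change of the proteasome list on day 14 was 0.11, and -0.02 after quantile normalization.

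**Figure D1:**
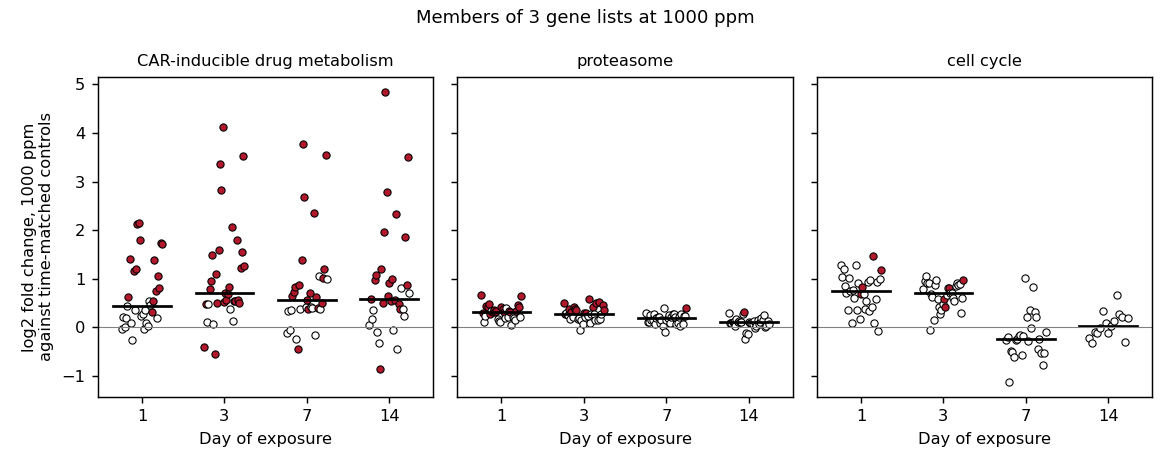
Log2 fold changes at 1000 ppm against time-matched controls on each day for the members of 3 gene lists. Each point is a gene (filled where its adjusted p is under 0.05) and each bar is the median of the list.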

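Enzymes of xenobiotic metabolism were higher at 1000 ppm on each of the 4 days. On day 3 Gsta3, a glutathione S-transferase, rose by 4.13 ± 0.47 on the log2 scale and Abcb1a, a drug efflux pump, by 1.79 ± 0.34 (n = 3 against 3). On day 14 Gstt3, another glutathione S-transferase, rose by 2.33 ± 0.32, and Nqo1, a quinone reductase of the oxidative stress response, by 0.87 ± 0.19. Of the genes induced through CAR, 15 were higher on day 1, 25 on day 3, 17 on day 7 and 19 on day 14, and 0, 2, 1 and 1 were lower (20, 27, 25 and 22 higher when adjusted over the list alone). Fit with the run as a block, the higher ones numbered 3, 22, 4 and 10. The set test for this list gave adjusted p values from 1.3e-35 on day 3 to 1.5e-19 on day 1, and adjusted p = 0.00213 with an estimated correlation on day 1. For oxidative stress, 15 genes of glutathione synthesis and recycling were tested over the 4 days at 1000 ppm, and 6 were higher and 4 lower (8 and 4 when adjusted over the list alone). Me1 and Pgd, which supply NADPH, rose by 0.84 ± 0.12 and 0.44 ± 0.08, and Txnrd1, thioredoxin reductase, by 0.29 ± 0.07 (n = 12 against 12). Glrx, a glutaredoxin, and Oplah, 5-oxoprolinase, fell by 0.40 ± 0.05 and 0.34 ± 0.07. The list did not pass the set test (adjusted p = 0.191). Of 14 genes of apoptosis and growth arrest, 3 were higher and 1 was lower (the same counts when adjusted over the list alone), and the list did not pass (adjusted p = 0.381). Fas, a death receptor, rose by 0.62 ± 0.12, Tnfrsf1a, a receptor for tumor necrosis factor, by 0.23 ± 0.06 and Mdm2, the ubiquitin ligase of p53, by 0.42 ± 0.06. Xiap, an inhibitor of caspases, had a change of -0.26 ± 0.09 (adjusted p = 0.0499, and 0.0534 with the run as a block).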

**Figure 4:**
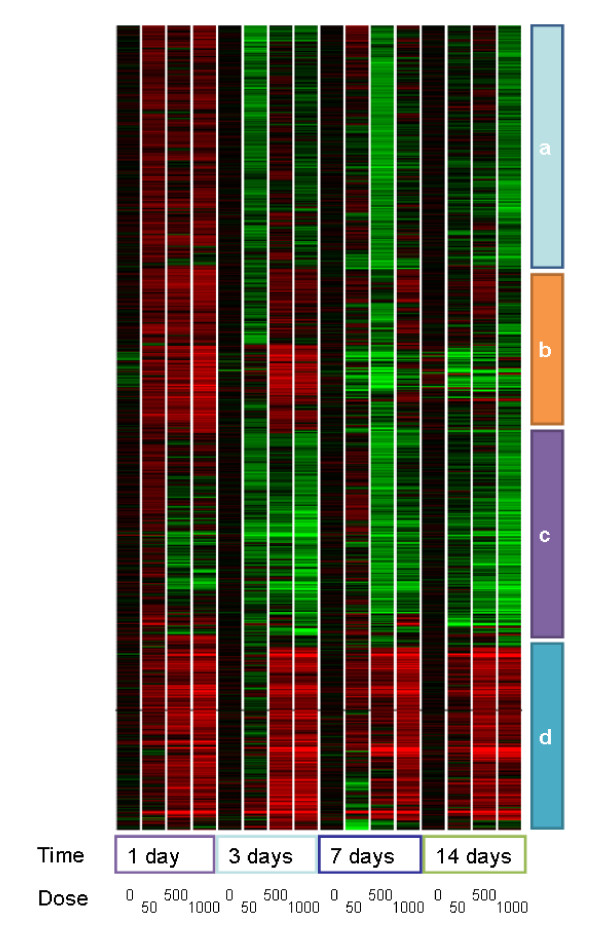
**Hierarchical clustering of transcriptomic data**. Hierarchical clustering using Pearson correlation coefficients revealed different temporal patterns of gene expression changes due to exposure to phenobarbital. Some genes were transiently upregulated at early time points (**A **&**B**), whereas others showed a sustained decrease (**C**) or increase (**D**) in expression.

### Integration of metabolomic and transcriptomic data

Two approaches were taken to integrate the data generated by metabolomic and genomic analyses. Firstly, significant changes in gene expression were mapped on to the Kyoto Encyclopedia of Genes and Genomes (KEGG) metabolic pathways using GeneSpring (Agilent Technologies, Santa Clara, CA). This allowed the identification of pathways where both the expression of transcripts and concentration of metabolites were altered by PB. In this way an association between the decrease in hepatic glycogen and a decrease in glucokinase (hexokinase D) on the glycogen synthesis pathway was identified (figures 5A and 5B, table 3). This approach also identified a perturbation of glutathione metabolism in response to PB. 

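Several genes of glycogen synthesis and glucose release were lower at 1000 ppm over the 4 days. Gys2, the liver glycogen synthase, fell by 0.31 ± 0.06 on the log2 scale, Ugp2, which makes UDP-glucose, by 0.25 ± 0.08 and Gbe1, the branching enzyme, by 0.21 ± 0.04 (n = 12 against 12). Slc2a2, the liver glucose transporter, and Slc37a4, the glucose-6-phosphate transporter, fell by 0.41 ± 0.05 and 0.44 ± 0.05. Gyg1, glycogenin, and Gpi, glucose-6-phosphate isomerase, rose by 0.23 ± 0.07 and 0.24 ± 0.06. Of the 16 genes of glycogen and glucose metabolism with a test, 7 were lower and 2 were higher (9 and 2 when adjusted over the list alone), with an adjusted p of 5.1e-04 for the set. This was adjusted p = 0.0533 with an estimated correlation.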

Glutathione, glutamine, glycine and 5-oxo-proline were all increased by PB exposure. 

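Gsr, which encodes glutathione reductase, was 1.75-fold higher at 1000 ppm than in time-matched controls over the 4 days, and Gclc, the catalytic subunit of glutamate cysteine ligase, was 1.23-fold higher. The log2 fold changes were 0.81 ± 0.07 and 0.30 ± 0.07 (n = 12 against 12, adjusted p = 3.0e-11 and 0.00275 in limma). A second Gclc probeset rose by 0.39 ± 0.07 (adjusted p = 2.6e-04 in limma). Glul, glutamine synthetase, fell by 0.86 ± 0.08 (adjusted p = 1.5e-10). Gclm, the modifier subunit of the ligase, had a change of 0.19 ± 0.08 and did not pass the threshold (adjusted p = 0.115). At 500 ppm Gsr rose by 0.58 ± 0.07 and Glul fell by 0.69 ± 0.08.

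**Figure D2:**
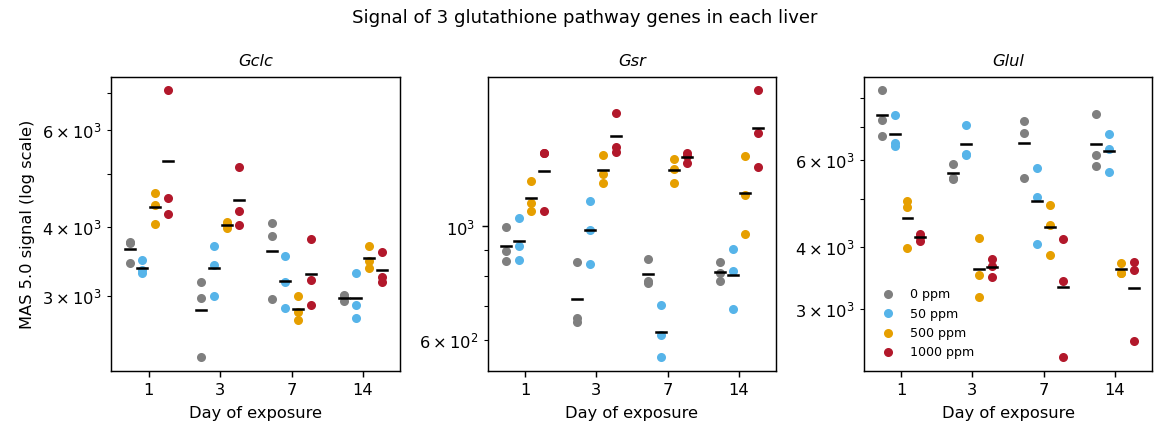
MAS 5.0 signal (log scale) of Gclc, Gsr and Glul in each liver against the day of exposure, coloured by dose. Points are single animals and bars are the means of 3. On day 14 the mean of Gsr was 1558 at 1000 ppm and 815 at 0 ppm, and that of Glul was 3304 and 6470.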

Glutamine cysteine ligase and glutathione reductase expression were increased whereas glutamine synthetase expression was decreased (figure 5C, table 3).

**Figure 5:**
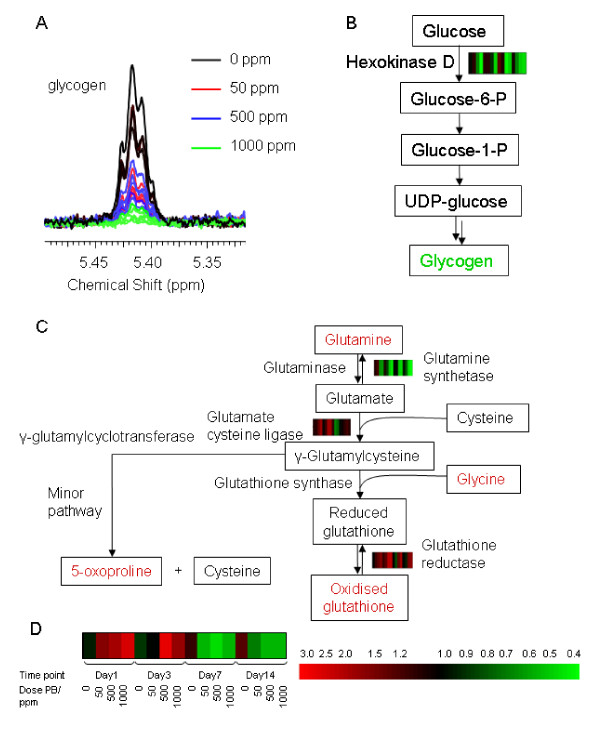
**Integration of metabolomic and transcriptomic data using pathway mapping**. Overlaid ^1^H-NMR spectra from day 14 samples showing a dose dependent decrease in glycogen. A similar response is seen at all other time points (**A**). The glycogen synthesis pathway demonstrating the correlation between transcriptional and metabolic changes. Hexokinase D, which is involved in control of the rate of glycogen synthesis, is decreased indicating that the decrease in glycogen is due to decreased synthesis (**B**). Glutathione synthesis pathway. Due to the extraction procedure, all glutathione detected is oxidized [38]. The increase in glutathione at days 1, 3 and 7 is likely to be due to an increase in glutamate cysteine ligase expression (**C**). The key to the gene expression data is given in (**D**).

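At 1000 ppm Gclc had a mean signal of 5267 ± 1563 on day 1 (SD, n = 3) against 3649 ± 178 in the controls, a log2 fold change of 0.49 ± 0.14. On day 3 it rose by 0.67 ± 0.14, and on day 7 its change was -0.13 ± 0.14. The adjusted p values in limma were 0.0508, 0.00267 and 0.747, so the threshold was passed on day 3. After quantile normalization the day 1 value was 0.0425. With the run as a block the day 1 value was 0.742 and the day 3 value was 0.0125. On day 14 the change was 0.16 ± 0.14 (adjusted p = 0.581).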

In the second approach, PLS was used to build regression models using the genomic data as the X block and the normalized integrated areas of peaks corresponding to individual metabolites as the Y variable. In many cases an association was identified between PB induced metabolic changes, metabolizing enzymes, and enzymes involved with protecting against damage from oxidative stress. 

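Ugt2b1 was 6.12-fold higher at 1000 ppm over the 4 days, Ephx1 2.9-fold and Cyp3a23-3a1, the cytochrome P450 3A1 gene, 1.8-fold (standard errors of the log2 changes 0.08, 0.05 and 0.06, n = 12 against 12). Ephx1 rose by 1.20 on the log2 scale on day 1 and by 1.97 on day 14, and the difference between the days passed the threshold (adjusted p = 0.0102, and 0.777 with the run as a block). Aldh1a1 rose by 2.12 ± 0.34 on day 1 and 4.85 ± 0.34 on day 14 (adjusted p = 0.543 and 2.8e-07 with the run as a block). Its control signals were also lower on day 14 (508, 620 and 712) than on day 1 (1541, 1420 and 2117). Gstm4, a glutathione S-transferase of the mu class, rose by 0.69 ± 0.07 over the 4 days. The signal of the probeset for Cyp2b2 and Cyp2b1 was 49585 ± 3311 (SD, n = 3) at 1000 ppm on day 14 and 4888 ± 859 at 0 ppm. Every one of these genes passed at an adjusted p under 0.05 in limma over the 4 days, with and without the run as a block.

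**Figure D3:**
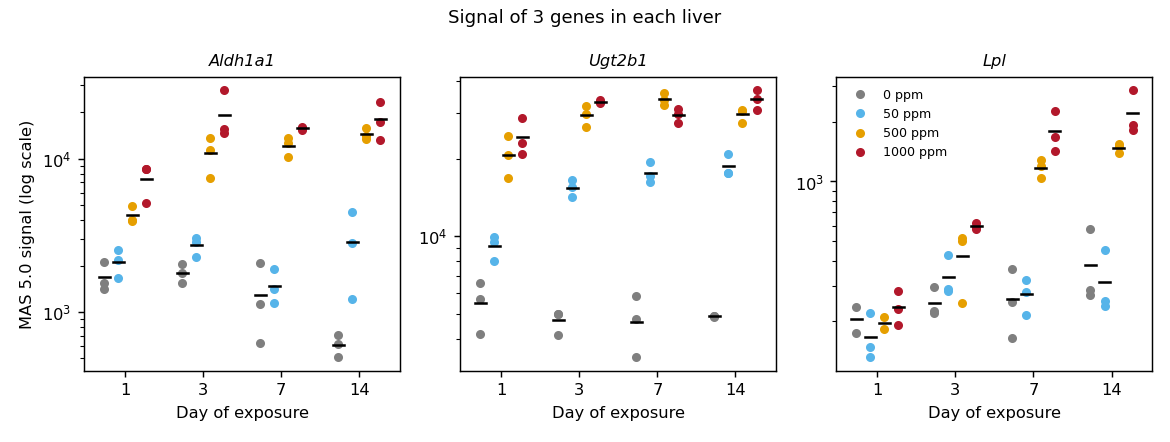
MAS 5.0 signal (log scale) of Aldh1a1, Ugt2b1 and Lpl in each liver against the day of exposure, coloured by dose. Points are single animals and bars are the means of up to 3. The mean of Ugt2b1 on day 3 was 33252 at 1000 ppm and 4727 at 0 ppm.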

Epoxide hydrolase, glutathione S-transferase, glutathione reductase, cytochrome P450 2B2, cytochrome P450 3A1, aldehyde dehydrogenase and UDP-glucuronosyltransferase were all induced by PB (table 3). However, in the case of the increase in succinate detected at each time point by both GC-MS and ^1^H-NMR, the enzyme 5-aminolevulinate synthase (ALAS) was found to correlate with hepatic succinate (figure 6A, table 3). 

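Across the animals with both measurements, the signal of Alas1 and hepatic succinate had a Pearson correlation of 0.36 and a Spearman correlation of 0.31 (n = 29, permutation p = 0.0516 and 0.102, and 0.0929 for the first after adjustment over 9 relations). Without the 2 arrays farthest from the median of Alas1 the Pearson value was 0.51. Succinate took 0.664 ± 0.129% of the summed liver NMR spectrum at 0 ppm (SD, n = 11), 0.770 ± 0.189% at 50 ppm (n = 12) and 0.767 ± 0.0999% at 500 ppm (n = 6). The sum includes glucose and glycogen, which the paper reports to fall with dose. A share of the sum can rise for that reason alone, and the correlations use this share. The paper also normalized its spectra without the glucose and glycogen signals, which was not done here. No animal at 1000 ppm is included, because the copy of the NMR table that could be used lacks 29 columns and 148 of its lines. Within days Alas1 and succinate had Pearson correlations of 0.41, 0.70, 0.41 and 0.38 on days 1, 3, 7 and 14, of which day 3 had an exact permutation p of 0.0344 and an adjusted p of 0.0774. After dose and day means were removed the correlation was 0.44 (permutation p = 0.0159, adjusted p = 0.0500, just above the threshold), with a Spearman value of 0.34 (permutation p = 0.0738). Leaving out the 2 farthest arrays gave 0.28 for these residuals, 0.75 and 0.50 on days 1 and 3, and -0.54 and -0.09 on days 7 and 14. Of the 6 array runs, 2 held the 6 animals a correlation needs, and gave 0.93 (exact permutation p = 0.0167) and -0.03 (exact permutation p = 0.944). With run means removed it was 0.47 (permutation p = 0.00973, adjusted p = 0.0500). For both kinds of residuals the permutations took no account of the means removed, so their p values tend to be too small. All p values are two-sided.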

PLS also identified a correlation between decreased plasma lipids and increased hepatic lipoprotein lipase (LPL) at days 7 and 14 (figure 6B) and confirmed the association between decreased in glucokinase expression and decreased hepatic glycogen.

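Lpl was among the genes most strongly raised by PB at the later times. Its mean signal at 1000 ppm was 1786 ± 438 (SD, n = 3) on day 7 and 2200 ± 577 on day 14. The enzyme splits triglycerides of circulating lipoproteins into fatty acids. Against controls it rose by 2.83 ± 0.30 and 2.60 ± 0.30 on the log2 scale at 1000 ppm (adjusted p = 8.7e-08 and 3.7e-07 in limma) and by 2.25 ± 0.30 and 2.06 ± 0.30 at 500 ppm. At 50 ppm the changes were 0.12 ± 0.30 and -0.25 ± 0.30 and neither passed. With the run as a block the 1000 ppm adjusted p was 0.109 on day 7 and 0.00378 on day 14, and the 500 ppm changes of 2.33 and 1.87 did not pass (adjusted p = 0.398 and 0.57). The spectra of blood plasma were not used here. From a correlation of plasma lipid signals with Lpl expression, the induction of the enzyme in the liver and what it does, the paper proposes that it may account for the lower plasma lipids and that the liver of these animals needs more fatty acids.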

**Figure 6:**
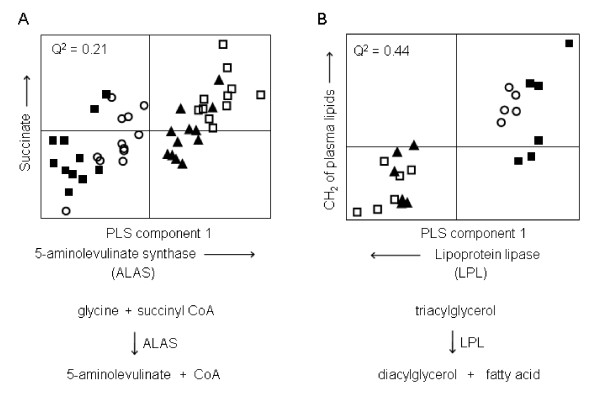
**Integration of metabolomic and transcriptomic data using PLS**. Partial Least Squares (PLS) plots modeling changes in gene expression associated with hepatic succinate at all time points (**A**) and CH_2 _of plasma lipids at days 7 and 14 (**B**), both measured by ^1^H-NMR spectroscopy. The increase in succinate detected with increasing dose of PB correlates with an increase in 5-aminolevulinate synthase (ALAS) expression and the decrease in plasma lipids detected with increasing dose of PB correlates with an increase in lipoprotein lipase (LPL) expression. Control (filled sqaure), 50 ppm (open circle), 500 ppm (filled triangle), 1000 ppm (open square).

### PB induced remodeling of lipids

GC-MS can only provide information about the total fatty acid content of a sample, as information about the lipid species which originally contained the fatty acids is lost in the derivatisation procedure. Direct infusion ESI-MS was used to profile intact lipid species and this technique identified many changes in response to PB (Additional file 3). Using a Perl script the data was summarised in terms of a particular fatty acid or lipid class that had changed in the multivariate analysis of the data. In the presentation of the data it was not possible to determine definitively the position of the double bonds within given fatty acids by DI-ESI and so they are defined in terms of the number of carbons and degree of desaturation within the fatty acid, while presumed names are given in parentheses. However, where assignment was possible the name is given first.

Considering the free fatty acids, monoacylphospholipids and diacylphospholipids together there was a decrease in arachidonic acid (20:4) containing species at all time points. GpEtn and GpCho species were decreased at all time points and GpIns species were increased at all time points (Figure 7). There were also smaller decreases in species containing palmitic acid (16:0) at days 7 and 14 and 22:6 (docosahexaenoic acid) at days 3, 7 and 14 (Table 4). Many changes were observed in the free fatty acids detected by direct infusion ESI-MS. Stearic acid (18:0), oleic acid (18:1), 18:2, 20:3 and 20:5 (eicosapentaenoic acid) were all increased by PB at all time points and arachidic acid (20:0), 22:0 and 22:4 were decreased at all time points. Despite decreases in docosahexaenoic acid (22:6) and arachidonic acid (20:4) in the total lipid content as measured by GC-MS and direct infusion ESI-MS, no significant changes were seen for22:6 (docosahexaenoic acid) as the free fatty acid, and 20:4 (arachidonic acid) free fatty acid was only significantly decreased on day 7. However, decreases in diacylphospholipids containing these fatty acids were observed (Table 4).

**Table 4:** Number of occurrences of fatty acids and types of phospholipids in the lipid species significantly changed in response to PB.

	Day 3		Day 7		Day 14	
**Change with increasing dose of PB**	**Relative increase**	**Relative decrease**	**Relative increase**	**Relative decrease**	**Relative increase**	**Relative decrease**
14:0	0 (0/0/0)	0 (0/0/0)	0 (0/0/0)	0 (0/0/0)	0 (0/0/0)	1 (1/0/0)
16:0	11 (0/2/9)	7 (0/0/7)	3 (0/0/3)	18 (1/2/15)	10 (0/2/8)	18 (1/3/14)
16:1	2 (1/0/1)	0 (0/0/0)	0 (0/0/0)	1 (0/0/1)	0 (0/0/0)	3 (0/1/2)
17:0	0 (0/0/0)	2 (1/0/1)	0 (0/0/0)	2 (1/0/1)	0 (0/0/0)	0 (0/0/0)
18:0	19 (1/5/13)	12 (0/0/12)	18 (1/2/15)	13 (0/0/13)	20 (1/4/15)	15 (0/2/13)
18:1	6 (1/0/5)	5 (0/1/4)	4 (1/0/3)	5 (0/0/5)	4 (1/1/2)	7 (0/0/7)
18:2	7 (1/1/5)	2 (0/0/2)	6 (1/1/4)	6 (0/1/5)	5 (1/1/3)	5 (0/0/5)
18:3	1 (1/0/0)	0 (0/0/0)	0 (0/0/0)	1 (0/0/1)	0 (0/0/0)	1 (0/0/1)
19:0	0 (0/0/0)	1 (0/0/1)	0 (0/0/0)	1 (0/0/1)	0 (0/0/0)	0 (0/0/0)
20:0	0 (0/0/0)	1 (1/0/0)	0 (0/0/0)	1 (1/0/0)	0 (0/0/0)	1 (1/0/0)
20:1	1 (0/0/1)	0 (0/0/0)	1 (0/0/1)	1 (1/0/0)	1 (0/0/1)	2 (1/1/0)
20:2	1 (0/0/1)	2 (0/0/2)	1 (0/0/1)	2 (0/0/2)	1 (0/0/1)	3 (0/1/2)
20:3	2 (1/0/1)	3 (0/1/2)	4 (1/1/2)	4 (0/1/3)	3 (1/0/2)	3 (0/0/3)
20:4	0 (0/0/0)	11 (0/1/10)	1 (0/0/1)	15 (1/2/12)	4 (0/1/3)	9 (0/1/8)
20:5	2 (1/1/0)	2 (0/1/1)	1 (1/0/0)	2 (0/1/1)	2 (1/1/0)	2 (0/1/1)
22:0	0 (0/0/0)	1 (1/0/0)	0 (0/0/0)	1 (1/0/0)	0 (0/0/0)	1 (1/0/0)
22:1	0 (0/0/0)	1 (0/1/0)	0 (0/0/0)	0 (0/0/0)	0 (0/0/0)	1 (0/1/0)
22:4	1 (0/0/1)	1 (1/0/0)	1 (0/0/1)	1 (1/0/0)	2 (0/0/2)	1 (1/0/0)
22:5	2 (0/1/1)	3 (0/0/3)	2 (0/0/2)	3 (0/0/3)	3 (0/0/3)	3 (0/0/3)
22:6	2 (0/0/2)	5 (0/0/5)	3 (0/0/3)	5 (0/0/5)	4 (0/0/4)	6 (0/1/05)
GpIns	13 (0/4/9)	2 (0/0/2)	12 (0/3/9)	4 (0/1/3)	22 (0/5/17)	0 (0/0/0)
GpEtn	1 (0/0/1)	12 (0/2/10)	0 (0/0/0)	20 (0/3/17)	0 (0/0/0)	22 (0/5/17)
GpCho	4 (0/1/3)	9 (0/1/8)	5 (0/1/4)	9 (0/0/9)	3 (0/0/3)	12 (0/2/10)
GpGro	6 (0/0/6)	2 (0/0/2)	5 (0/0/5)	2 (0/0/2)	1 (0/0/1)	2 (0/0/2)
GpSer	0 (0/0/0)	2 (0/0/2)	0 (0/0/0)	2 (0/0/2)	0 (0/0/0)	2 (0/0/2)
GPA	5 (0/5/0)	3 (0/2/1)	0 (0/0/0)	4 (0/3/1)	6 (0/5/1)	5 (0/5/0)

Values are given as: total (fatty acid/monoacylphospholipids/diacylphospholipids). For example, at day 14 eighteen species containing 16:0 were decreased with increasing dose of PB and this can be broken down into the free fatty acid, 3 monoacylphospholipids and 14 diacylphospholipids (1/3/14).

**Figure 7:**
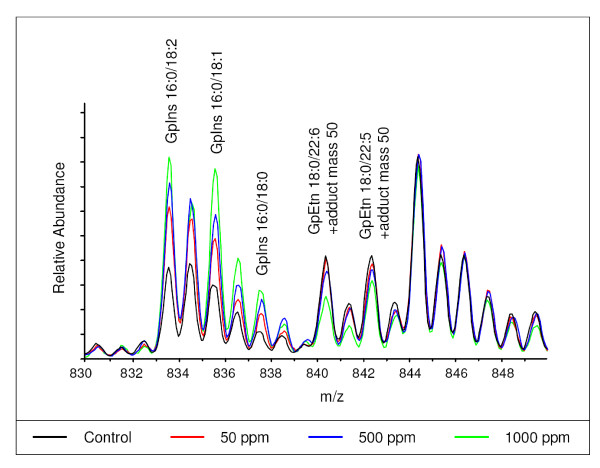
**Lipidomic analysis of the liver tissue**. Overlaying typical direct infusion ESI-MS spectra from the control, 50 ppm, 500 ppm and 1000 ppm groups at day 14 illustrates some of the changes occurring in the intact lipids. The 16:0 containing GpIns species are increased by exposure to PB and GpEtn species containing 18:0 in combination with a HUFA are decreased by exposure to PB. The GpEtn species are observed as adducts with an unknown species of mass 50.

Direct infusion ESI-MS showed that species containing stearic acid (18:0) and palmitic acid (16:0) were generally increased by exposure to PB. The exceptions were if they were in combination with a highly unsaturated fatty acid (HUFA), especially 20:4 (arachidonic acid), docosahexaenoic acid 22:6 (docosahexaenoic acid) or 22:5, when they tended to be decreased (Additional file 3. The class of phospholipid is also important, with large changes in the proportions of different phospholipid classes present in the liver being observed. There was a general increase in GpIns species at all time points (Figure 7). The only GpIns species that were decreased were those containing arachidonic acid (20:4). Most GpCho and GpEtn lipids were decreased across all time points. Those GpCho and GpEtn species which increased all contained stearic acid (18:0) (Additional file 3).

## Discussion

In this study we have examined the well characterized non genotoxic carcinogen PB to investigate whether a combined transcriptomic and metabolomic approach could identify early stage mechanistic markers associated with PB toxicity. To confirm that PB was producing the effects reported previously, we measured a number of classical parameters. Dietary administration of PB resulted in an increase in relative liver weight (table 1), centrilobular hypertrophy (figure 1) and a transient increase in cell replication (table 1), all of which are in accordance with the literature [3,4,9]. Both metabolomics and transcriptomics identified changes in liver metabolism after just one day of exposure to PB demonstrating the sensitivity of this approach. 

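After 1 day at 1000 ppm, enzymes of drug metabolism and genes of the proteasome were already higher. Ugt2b1 rose by 2.15 ± 0.15 on the log2 scale, Ces2c by 1.73 ± 0.21, and Cyp3a23-3a1 by 0.63 ± 0.12 (n = 3 against 3). Psma7, a subunit of the 20S core, rose by 0.47 ± 0.09. Slc37a4 fell by 0.43 ± 0.11. In total 236 probesets were higher and 107 lower of 13940 tested at 1000 ppm on day 1, while 77 were higher and 40 lower at 500 ppm. After quantile normalization 320 were higher and 50 lower at 1000 ppm and 73 and 22 at 500 ppm. In the fit with the run as a block, Ugt2b1 (adjusted p = 1.3e-05) and Cyp3a23-3a1 (adjusted p = 0.0396) were still past the threshold, and Ces2c (adjusted p = 0.0928), Psma7 (adjusted p = 0.414) and Slc37a4 (adjusted p = 0.411) were not, with 6 probesets passing in all. The log2 fold changes of these 3 were 1.99, 0.51 and -0.59 there, in a comparison whose variance the run block multiplied by 3.98. Without control replicate 1 or 3, or without 1000 ppm replicate 2 or 3, the 1000 ppm count was 191, 167, 163 or 168, in that order.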

Many metabolites were identified as having altered in both liver and plasma and in order to aid interpretation of these results, metabolite and transcript data were integrated highlighting several pathways which had been perturbed by PB.

### Hepatic glycogen

A large, dose dependent decrease in the amount of glycogen in the livers of the animals given PB was observed at all time points. Both direct mapping of changes in gene expression onto the pathways and PLS regression between transcriptional and metabolomic data identified a decrease in glucokinase as being correlated with the decrease in glycogen. Glucokinase catalyses the phosphorylation of glucose to glucose-6-phosphate and is involved in controlling the rate of glycogen synthesis and glycolysis [14]. This indicates that the decrease in glycogen detected in the livers of animals exposed to PB is a result of a decrease in glycogen synthesis, with this previously being reported *in vitro *in isolated rat hepatocytes [15,16].

### Hepatic glutathione

Hepatic glutathione was increased at days 1, 3 and 7 in animals exposed to PB relative to control animals. This was accompanied by an increase in the expression of glutamate-cysteine ligase, the rate limiting enzyme in the synthesis of glutathione, at days 1 and 3 in animals exposed to PB. 

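At 500 ppm Gclc had a log2 fold change of 0.25 ± 0.14 on day 1 and 0.52 ± 0.14 on day 3 (n = 3 against 3, adjusted p = 0.495 and 0.053 in limma). At 50 ppm the changes were -0.11 ± 0.14 and 0.26 ± 0.14, and neither passed. Gclm had changes of 0.22 ± 0.16 and 0.07 ± 0.16 on days 1 and 3 at 1000 ppm (adjusted p = 0.555 and 0.881). Ggct, which makes 5-oxoproline from gamma-glutamyl amino acids, had a change of 0.05 ± 0.10 at 1000 ppm on day 3 (adjusted p = 0.866). The second enzyme of glutathione synthesis, Gss, had a change of 0.31 ± 0.12 (adjusted p = 0.185). With quantile normalization the 500 ppm value of Gclc on day 3 was 0.0315, and with the run as a block it was 0.733.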

There are mixed reports as to whether PB exposure increases glutathione [17-19], but in this study the combined transcriptomic and metabolomic data indicates PB increased hepatic glutathione by an increase in synthesis. The majority of γ-glutamylcysteine is converted to glutathione by glutathione synthase, but a small amount is converted to 5-oxoproline and cysteine by γ-glutamylcyclotransferase [20] (figure 5). The proportions of γ-glutamylcysteine being metabolized by each path is controlled by the kinetics of the two enzymes, and thus, the detected increase in 5-oxoproline with PB dose suggests that flux through both pathways has increased.

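Gsr, the enzyme that returns oxidized glutathione to its reduced form, rose at 1000 ppm by 0.48 ± 0.14, 1.06 ± 0.14, 0.76 ± 0.14 and 0.92 ± 0.14 on the log2 scale on days 1, 3, 7 and 14 (n = 3 against 3). The adjusted p values in limma were 0.0475, 2.0e-06, 7.6e-04 and 2.6e-05. At 500 ppm the changes of Gsr were 0.31 ± 0.14, 0.85 ± 0.14, 0.67 ± 0.14 and 0.50 ± 0.14, and days 3, 7 and 14 passed (adjusted p = 0.321 on day 1 and 0.0486 on day 14). With the run as a block the 1000 ppm values passed on day 3 (1.3e-04) and day 14 (0.0433) and no 500 ppm value of Gsr did. Quantile normalization gave 0.111 for 500 ppm on day 14, and dividing each array by the mean of its listed signals, chosen after the data were seen, gave 0.0753 for 1000 ppm on day 1.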

Glutathione reductase expression was increased for animals in the mid and high dose groups at all time points. This enzyme reduces oxidized glutathione back to reduced glutathione in a NADPH dependent reaction and provides an important anti-oxidative stress mechanism in the liver. A number of mechanisms generate NADPH for this conversion, including the conversion of malate to pyruvate catalyzed by malic enzyme. 

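Me1 makes NADPH from malate, and its signal and that of Gsr varied together over the 48 livers, with a Pearson r of 0.69 and a Spearman rho of 0.74 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give, and 6.7e-05 after adjustment over 20 relations). Without the 2 arrays farthest from the median of Me1, r was 0.68. Both genes were higher at 500 and 1000 ppm, and within the animals of a dose the relation did not hold: r was -0.13 at 0 ppm, 0.39 at 50 ppm, -0.18 at 500 ppm and 0.04 at 1000 ppm (n = 12 each, permutation p = 0.696, 0.215, 0.570 and 0.904). After the mean of each dose and day was removed, r was -0.10 (permutation p = 0.486). Within array runs 1 to 6, Me1 and Gsr had an r of 0.57, 0.83, 0.85, 0.76, 0.82 and 0.64 over 7 to 9 arrays (exact permutation p = 0.107, 0.0108, 0.00848, 0.0540, 0.00677 and 0.0739). Each run holds several doses. Within days 1, 3, 7 and 14, r was 0.67, 0.74, 0.82 and 0.60. All p values are two-sided.

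**Figure D4:**
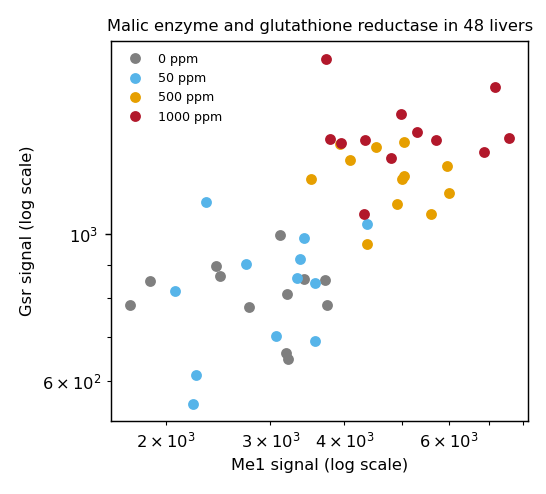
Signal of Gsr against that of Me1 (MAS 5.0 signal, both axes logarithmic) in the 48 livers, coloured by dose. Each point is 1 animal. The pooled r is 0.69, and within the 12 animals at 1000 ppm it is 0.04.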

The expression of malic enzyme is highly correlated with glutathione reductase expression (Pearson correlation coefficient, r = 0.7), suggesting that the increase in malic enzyme expression is due to increased demand for reducing power which is associated with drug metabolism and PB exposure [21].

### Hepatic succinate

The increase in hepatic succinate caused by exposure to PB could have been caused by alterations in a number of different pathways, including increased TCA rate and increased reducing potential demand by the liver cells. However, using our combined metabolomic and transcriptomic approach we demonstrate that succinate is correlated with the increased expression of ALAS. This enzyme catalyses the reaction between glycine and succinyl CoA to form 5-aminolevulinate, in the first committed step in heme biosynthesis [22] and PB induces ALAS in isolated hepatocytes [23]. 

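Alas1 had a mean signal of 4762 ± 1552 (SD, n = 3) in controls and 15142 ± 865 at 1000 ppm on day 1, a rise of 1.71 ± 0.31 on the log2 scale. It rose by 1.27 ± 0.31 on day 3, and its changes on days 7 and 14 were 0.99 ± 0.31 and 0.71 ± 0.31. The adjusted p values in limma were 0.00108, 0.0107, 0.0875 and 0.212, and over the 4 days together Alas1 passed at 5.7e-07. With the run as a block the day 1 value was 0.444 and the day 3 value 0.0175. Of 10 genes of heme synthesis and breakdown tested over the 4 days, Alas1 and Fech, the last enzyme of the pathway, were higher and none was lower (the same counts when adjusted over the list alone). Fech rose by 0.36 ± 0.05. The list as a set did not pass (adjusted p = 0.168), and its median change of 0.04 was -0.01 after quantile normalization.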

PB induces the CYP2B family of cytochrome P450 enzymes and hence the increase in heme biosynthesis induced by PB is consistent with the heme requirements associated with induction of cytochrome P450s [24].

### Plasma lipids

Clinical biochemistry measurements showed a decrease in plasma triglycerides in animals given the mid and high doses of PB at day 14 and ^1^H-NMR of plasma also showed a decrease in lipid resonances at days 7 and 14. PLS demonstrated a correlation between the CH_2 _resonance of plasma lipoproteins and LPL expression. 

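Lpl, which encodes lipoprotein lipase, had a listed signal in the livers of 11 of 12 control animals. Its mean signal at 0 ppm was 205 ± 43.8 on day 1 (SD, n = 2 with a listed value), 247 ± 43.5 on day 3, 258 ± 99.5 on day 7 and 379 ± 174 on day 14 (n = 3 each). Of the 48 arrays 46 list a value for Lpl. What separates a listed from an absent value is not stated.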

LPL is not normally expressed in liver tissue of adult rats. However, it is expressed in the livers of neonatal rats and its expression can be induced in adult rats, for example by the PPAR agonist fenofibrate [25,26]. LPL is found in the endothelial cells lining capillaries of tissues and hydrolyses triglycerides from lipoproteins circulating in the plasma to release fatty acids which can be taken up by the tissue. Its induction in the liver of rats exposed to PB may be responsible for the decrease in plasma lipids, suggesting that the liver in these animals has an increased demand for fatty acids, possibly due to the proliferation in endoplasmic reticulum which is known to be induced by PB [4,27,28].

High resolution ^1^H-NMR spectroscopic analysis of plasma demonstrated differences in the lipoprotein fraction with increasing PB dose. There is a subtle decrease in chemical shift as the density of the lipoproteins decreases and this affects the shape of the lipid peaks detected in blood plasma [13]. At day 14, spectra from rats exposed to PB demonstrated a shift in the terminal methyl lipoprotein resonance to a lower chemical shift reflecting an increase in high density lipoprotein and decrease in low density lipoprotein as has been reported in PB-exposed Sprague Dawley rats [29].

### Lipid remodeling in the liver

The decrease in glycogen and increase in fatty acid uptake in response to PB suggested that the proportions of fat and carbohydrate in the liver were altered. HRMAS ^1^H-NMR spectroscopy was used to study liver tissue from day 14 and demonstrated a clear increase in the ratio of lipid to carbohydrate in rats exposed to 500 and 1000 ppm PB. ^1^H-NMR showed a large, dose dependent decrease in the levels of hepatic glucose and glycogen at all time points. 

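At 1000 ppm Lpl had a log2 fold change of 0.19 ± 0.34 on day 1 (adjusted p = 0.855 in limma) and rose by 1.29 ± 0.30 on day 3 (adjusted p = 0.00808, and 0.0577 with the run as a block), to a signal of 596 ± 21 (SD, n = 3). At 500 ppm the changes were -0.05 ± 0.37 and 0.71 ± 0.30 on days 1 and 3, and neither passed (adjusted p = 0.975 and 0.297). The response of Lpl to 1000 ppm was 2.41 ± 0.45 higher on day 14 than on day 1 (adjusted p = 0.00802, and 0.56 with the run as a block). Cd36, a fatty acid transporter, rose by 1.29 ± 0.36 at 1000 ppm on day 3. With the run as a block 0 of 20 genes of lipoprotein and fatty acid uptake were higher on that day, against 2 without it. Over the 4 days 2 of 18 genes of lipoprotein and fatty acid uptake, Lpl and Cd36, were higher and 5 were lower (the same counts when adjusted over the list alone), among them Scarb1, a receptor for high density lipoprotein, by -0.33 ± 0.06, and Lipc, hepatic lipase, by -0.17 ± 0.05. The list did not pass the set test (adjusted p = 0.144).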

Expression of lipoprotein lipase was increased in the high dose groups from day 3, and this is also the time point at which changes in the lipid species present were first detected by GC-MS. Because of the relative low spinning speeds used during HRMAS ^1^H NMR spectroscopy, the technique focuses on the detection of lipids with some mobility, and hence the increased lipid detected in the spectra reflect the mobilization of triglyceride stores within the liver tissue.

Direct infusion mass spectrometry provided an important tool for rationalising the total lipid changes detected by GC-MS and HRMAS ^1^H NMR spectroscopy. The lipid changes were characterised by a global increase in GpIns apart from those containing HUFAs, while most GpCho and GpEtn species were decreased. The synthesis of glycerophospholipids is complex. GpIns and GpSer are both synthesized from CDP-DAG, while GpEtn is synthesized from the decarboxylation of GpSer. GpCho is synthesized either from GpSer by sequential methylation by phosphatidylethanolamine *N*-methyltransferase and *S*-adenosylmethionine or direct from CDPcholine and DAG via CDP-choline:1,2-diacylglycerol cholinephosphotransferase. In addition CDPethanolamine and DAG are also precursors to GpEth. In mammals this remodelling of glycerophopsholipids largely takes place in the ER [for a discussion of these pathways see http://www.lipidlibrary.co.uk/Lipids/complex.html]. PB induces proliferation of the ER, and while the key enzymes involved in the synthesis of GpIns, GpEtn and GpCho are all found within the ER, in the present study PB selectively increased the concentration of GpIns, while other phospholipids largely decreased in concentration. This suggests PB exposure induces a remodelling of cellular lipids, which may in turn relate to the biochemical changes associated with pathological ER proliferation and the need to synthesize particular phospholipids for membrane synthesis.

### Omic techniques

In this study the use of metabolomics and transcriptomics has allowed the detection of many changes occurring in response to PB using a small set of experiments and without predefined hypotheses. This is the first time that metabolomics and transcriptomics have been used in combination to study the effects of PB exposure and the published data available has been used to validate the approach. This ability of omic techniques to identify changes occurring across many metabolic pathways and in different tissues and biofluids, without the need for a large number of targeted analyses, is one of the technology's key benefits and is well demonstrated in this work. In addition, the transcriptomic data strengthened the metabolomic data by improving the interpretability of the metabolic changes. It was possible to determine if a decrease in synthesis or an increase in degradation was the cause of the decrease in the concentration of a metabolite (as in hepatic glycogen) and the cause of changes in metabolites which lie on many pathways were also identified (as in hepatic succinate). The transcriptomic data is enhanced by metabolomic data as changes in gene expression do not necessarily imply changes in levels of enzymes and metabolite and as not all proteins are under transcriptional control, gene expression profiling can miss large changes which can be detected with metabolomics [30,31].

## Conclusions

In this study we have used a combined omic platform to investigate early stage mechanistic biomarkers associated with exposure to the classic rodent non-genotoxic carcinogen PB. The use of metabolomics and transcriptomics in combination greatly enhanced the conclusions which could be drawn from the dataset by aiding the interpretation of metabolomic data and by linking changes in gene expression to measured changes in metabolism. Data available on this compound has allowed us to confirm our findings and interpretation, validating the use of this approach for the study of less well characterized compounds. Pathway perturbations included those associated with glycogen synthesis, glycolysis, glutathione metabolism and heme synthesis. Furthermore, the approach was capable of identifying diverse mechanistic responses, even for metabolites like succinate which form a central hub in metabolism where a number of pathways converge. This study has shown the sensitivity of 'omic technologies to identify many perturbations without a predefined hypothesis, providing early stage markers of the subsequent pathophysiology.

## Methods

### Animal handling and sample collection

All animal procedures conformed to the Home Office (UK) guidelines for experimentation with animals and were approved by local ethics committee at Syngenta. Eighty nine week old male Fischer (F344) rats were randomly divided into four groups of twenty animals (Additional file 4). Each group was exposed to a different concentration (0, 50, 500 or 1000 ppm) of the sodium salt of phenobarbital which was added to the standard laboratory diet and milled to homogeneity. Animals were fed ad lib throughout the study. Five animals from each group were killed by exsanguination under halothane anesthesia after 1, 3, 7 and 14 days of PB exposure. Blood was collected into lithium heparin tubes, centrifuged at 2000 rpm for 10 minutes and the plasma separated for clinical biochemistry. Plasma samples for metabolomic analysis were stored at -80°C until analysis. Livers were removed immediately and weighed. Samples of liver (~150 mg) were taken from the left lateral lobe and snap frozen in liquid nitrogen for genomic and metabolomic analysis. Representative samples of liver for histopathology were taken from the three main lobes, fixed for 48 hours in 10% neutral buffered formol saline and processed to paraffin wax blocks. Sections of liver (4 μm) were stained for ki67 by immunohistochemistry and the labeled nuclei counted to produce a labeling index. A sample of liver was taken from the right median lobe, fixed in 3% glutaraldehyde in cacodylate buffer, processed, embedded and examined by electron microscopy.

### Materials

All chemicals were purchased from Sigma-Aldrich (Poole, UK) with the exception of D_2_O, sodium-3-(trimethylsilyl)-2,2,3,3-tetradeuteriopropionate (TSP) and N-Methyl-N-(trimethylsilyl)trifluoroacetamide (MSTFA) which were obtained from Goss Scientific (Great Baddow, UK), Cambridge Isotope Laboratories (Andover, MA) and Macherey-Nagel (Düren, Germany), respectively.

### Clinical chemistry

Plasma was analysed for the following parameters: total protein, total bilirubin, creatine kinase activity, aspartate aminotransferase activity, cholesterol, creatinine, albumin, alkaline phosphatase activity, gamma-glutamyl transferase activity, triglycerides and glutamate dehydrogenase using a Konelab clinical chemistry analyzer (Thermo Scientific, Waltham, MA).

### Tissue extraction

Tissue samples were extracted using methanol-chloroform as described by Le Belle et al [32]. Approximately 75 mg of frozen tissue was ground up with dry ice. Methanol-chloroform solution (2:1, 600 μl) was added and the samples were sonicated for 15 min. Chloroform-water (1:1, 400 μl) was added and the samples centrifuged (20 min, 13 500 rpm). Aliquots of the resulting aqueous and organic layers were taken for GC-MS, LC-MS and ^1^H-NMR analysis. The aqueous fractions were dried in an evacuated centrifuge. The organic fractions and pellets were dried in a fume hood overnight.

### High Resolution ^1^H-NMR spectroscopy

For analysis of liver tissue extracts, dried aqueous extracts from 500 μl of the aqueous layer were dissolved in phosphate buffered D_2_O (pH 7.0, 600 μl, 33 mM Na_2_HPO_4_, 6.7 mM NaH_2_PO_4_, 0.1% sodium azide, 0.17 mM TSP). ^1^H-NMR spectra were acquired on a Bruker DPX400 spectrometer operating at 400.13 Hz using a 5 mm probe. The standard "noesypr1d" pulse sequence (Bruker Analytik GmbH, Germany) was used for solvent suppression (relaxation delay = 2 s, t1 = 3 μs, mixing time = 150 ms, solvent presaturation applied during the relaxation time and the mixing time). 128 transients were collected into 16 K data points over a spectral width of 12 ppm at 37°C. NMR free induction decays (FIDs) were Fourier transformed with a line broadening of 0.3 Hz. The spectra were phased, base line corrected, referenced to TSP at 0.00 pm and integrated using ACD labs NMR Processor (version 8, ACD, Toronto, Canada). The spectra were integrated in 0.01 ppm buckets between 0.20 and 9.95 ppm excluding the water region (4.72-5.05 ppm). To account for concentration differences, the total integral of each spectrum was normalized to 10000 and each peak represented as a ratio to the normalized total integral. However, it became apparent that there were very large differences in the amount of glucose and glycogen in the liver extract samples and so the spectra were also renormalized with the glucose and glycogen resonances (3.35-4.05 ppm, 4.60-4.72 ppm, 5.20-5.55 ppm) excluded (Additional files 5).

For plasma analysis, plasma (250 μl) was added to 500 μl of deuterated acetonitrile/D_2_O (50:50). Samples were mixed and centrifuged (12 000 rpm, 5 minutes) and 600 μl of supernatant taken for analysis. ^1^H-NMR spectra were acquired on a Bruker DPX400 spectrometer operating at 400.13 Hz using a 5 mm probe. Samples were analysed using a Carr-Purcell-Meiboom-Gill (CPMG) pulse sequence to suppress the contribution from large molecules which also included a water pre-saturation regime. 128 transients were collected into 16 k data points across a spectral width of 20 ppm at 37°C. The relaxation delay was 2 s and the spin echo delay (d20) was 1 ms. 48 loops (spin echoes) were used to give a total spin echo time of 96 ms. NMR FIDs were Fourier transformed with a line broadening of 0.3 Hz. The spectra were phased, base line corrected, referenced to the glucose doublet at 5.23 ppm and integrated using ACD labs NMR Processor (version 8, ACD, Toronto, Canada). The spectra were integrated in 0.02 ppm buckets between 0.60 and 8.00 ppm excluding the water region (4.68-5.15 ppm). To account for concentration differences, the total integral of each spectrum was normalized to 10000 and each peak represented as a ratio to the normalized total integral.

For HRMAS ^1^H NMR experiments approximately 15 mg of tissue was soaked in D_2_O with 10 mM TSP then placed in a 4 mm diameter zirconium oxide rotor for analysis. The sample was packed into a homogeneous ball of 30 μl volume using a Teflon spacer. HRMAS experiments were conducted on a Bruker AVANCE II+ spectrometer operating at 500.13 MHz for the ^1^H frequency and using a high resolution 4 mm MAS probe. Samples were spun at a frequency of 4500 Hz at a temperature of 27°C. A "noesypr1d" pulse sequence was used (relaxation delay = 2.5 s, t1 = 4 μs, mixing time = 50 ms, solvent presaturation applied during the relaxation time and the mixing time). 64 transients were collected into 32 k data points across a spectral width of 16 ppm. FIDs were Fourier transformed with a line broadening of 1 Hz The spectra were phased, base line corrected, referenced to TSP at 0.00 pm and integrated using ACD labs NMR Processor (version 8, ACD, Toronto, Canada). The spectra were integrated in 0.04 ppm buckets between 0.50 and 5.60 ppm, excluding the water region (4.75-5.00 ppm).

### Gas Chromatography Mass Spectrometry (GC-MS)

The dried aqueous extracts from 100 μl of the aqueous phase of the extraction mixture were derivatised with methoxyamine hydrochloride in pyridine (20 mg ml^-1^, 30 μl, 17 hr, 22°C) and silylated using MSTFA (30 μl, 1 hr, 22°C) [33]. 50 μl of the derivatised sample was added to 200 μl hexane prior to analysis (Additional files 5).

The dried organic fraction was treated with a methylating reagent which formed the fatty acid methyl esters of carboxylic acids. Chloroform-methanol (1:1, 750 μl) and boron trifluoride in methanol (~10%, 125 μl) were added to the extract and the samples heated to 80°C for 90 minutes. Deionized water (300 μl) and hexane (600 μl) were added, the samples vortex mixed and the lower layer was removed and dried. The dried samples were reconstituted in 150 μl hexane prior to analysis [34] (Additional files 5).

GC-MS analysis was carried out using a Thermo Electron Trace GC Ultra coupled to a Thermo Electron DSQ single quadrupole mass spectrometer. For all analyses the injector temperature was 230°C. Helium was used as the carrier gas and maintained at a constant flow of 1.2 ml min^-1^. The MS was operated in full scan mode with 3 scans s^-1 ^across a range of 50-650 m/z.

Derivatised aqueous extracts were analysed using a 30 m × 0.25 mm ID × 0.25 μm df 5%-phenyl-95%-dimethylpolysiloxane column. 1 μl derivatised sample was injected splitless. The initial column temperature of 70°C was held for 2 minutes then the temperature was ramped at 5°C min^-1 ^to 310°C and this temperature was held for 20 minutes.

Derivatised organic extracts were analysed on a 30 m × 0.25 mm × 0.25 μm 100% polyethylene glycol column. 2 μl derivatised sample was injected with a split ratio of 20:1. The initial column temperature of 60°C was held for 2 min and then the temperature was ramped at 6°C min^-1 ^to 230°C and this temperature was held for 7 min. GC-MS data was analyzed using Qual Browser version 1.4 (Thermo Electron Corporation). Peaks were integrated individually and the total integrated peak area of each spectrum normalized to 10000.

### Univariate statistical analysis

Liver and body weight, clinical chemistry, food consumption and Ki67 staining were analysed by 1-way analysis of variance to identify differences between the dose groups. Dunnett's multiple comparison test was then used to identify which of the treatment group means were significantly different to the control group mean [35].

### Multivariate statistical analysis

Normalized data was imported into SIMCA-P+ (v. 11, Umetrics, Umeå, Sweden) for multivariate statistical analysis. The data was mean centered and scaled. Scaling is necessary so that high concentration metabolites do not dominate the models. NMR data was Pareto scaled to suppress the contribution from regions of the spectra containing no peaks. Since in the GC-MS analysis only identified peaks were used, GC-MS data was scaled to unit variance. Initially, PCA models were built to look for clustering and identify outliers, and then PLS was applied to improve the separation and look for changes correlated with increasing dose of PB. These are essentially data reduction methods whereby the major variation in the dataset is summarized in new variables known as components. Thus, a dataset which has thousands of variable can be summarized in typically fewer than ten new components [36]. PCA is an unsupervised technique which identifies the major sources of variation in the dataset. PLS is a supervised technique which identifies variation in the dataset (the X-block) which correlates with a specific variable (the Y-variable), in this study the dose of PB. R^2 ^and Q^2 ^values were used to assess the amount of variation represented by the principal components and robustness of the model, respectively. To prevent over fitting, the predictive capability of the models was checked by samples from the dataset, building a model and then predicting the dose for the omitted samples. The validate function in SIMCA was also used to check the models. This function randomly permutes the Y variables and calculates the R^2 ^and Q^2^. As the similarity between the actual doses and the permuted doses falls, so should the R^2 ^and Q^2 ^values.

### Gene expression analysis

Total RNA was isolated from 150 mg of tissue using a midi column according to the manufactures instructions (Qiagen; West Sussex, UK). RNA quality and concentration were determined using an Agilent Bioanalyzer and samples were repurified if the calculated RNA Integrity Number was below 7. Purified RNA was converted to complementary DNA, amplified and then converted to biotin-labeled complementary RNA using Affymetrix GeneChip 3' Amplification reagents (Affymetrix, High Wycombe). 15 ug was hybridized to Affymetrix Rat Expression RG-230 v2 GeneChips as described in the Affymetrix GeneChip Expression Analysis Technical Manual http://www.affymetrix.com/support/technical/manual/expression.manual.affx. The probe arrays were scanned and the probeset intensities were combined and averaged using Microarray Suite 5.0 (Affymetrix). The mean of each array was globally normalized to 500. Data were imported into GeneSpring GX version 7 and the following normalizations performed: data transformation to set expression values below 0.01 to 0.01; per gene normalization, where the signal strength of each gene is normalized to the median of its signal strength in all samples. The microarray data is available at Gene Expression Omnibus (GSE18753).

The probesets on the array were then analyzed by a number of filters and statistical tests. Firstly to remove probesets for genes without detectable expression: genes that did not have at least 3 present flags were excluded and genes that had an expression value of less than 90 in at least 3 samples were also excluded. To ensure robust detection of any differentially expressed genes any probeset that showed less than a 1.5-fold change in expression relative to its time-matched control were also excluded. To detect significant changes in expression levels a 2-way analysis of variance was performed on the filtered gene list (using a Benjamini and Hochberg false discovery rate of < 0.05) on time and treatment. Ratios of changes in gene expression were calculated by normalizing each treated sample to the median value of the time-matched control. These ratios were used for hierarchical clustering of the differentially expressed genes using the Pearson correlation coefficient. Differentially expressed genes were functionally categorized using their Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways annotations using GeneSpring GX. GO over-representation analysis was performed using the GeneSpring GX GO browser. The significance of a Gene Ontology Biological Process being over-represented in a gene list relative to the annotations on the chip was assessed using a hypergeometric p-value < 0.05 without multiple testing corrections. KEGG pathway over-representation was performed using the GeneSpring GX script "SG3b-1 Find genes in a GL present in PATHWAYS" contained within the Bioscript Library 2.2 (Agilent). A pathway needed to have at least 3 differentially expressed genes and a p < 0.05 to be included in the analysis [37].

### Integration of metabolomic and genomic data

Two approaches were taken to integrate the data generated by metabolomic and genomic analyses. Firstly, significant changes in gene expression were mapped on to Kyoto Encyclopedia of Genes and Genomes (KEGG) metabolic pathways using GeneSpring (Agilent Technologies, Santa Clara, CA). This allowed the identification of pathways where both the concentrations of transcripts and metabolites were altered.

In the second approach, PLS was used to build regression models using the genomic data as the X-block and the normalized integrated areas of peaks corresponding to individual metabolites identified which were altered by PB exposure as the Y-variable. PLS is an extension of PCA where a projection model is developed predicting Y from X via scores of X, and is a generalized multiple regression method suitable for multiple collinear X and Y variables. This method identifies changes in the gene expression data which correlate with changes in the concentration of a particular metabolite and is particularly advantageous when investigating changes in metabolites which lie on many pathways. Correlations were identified by the examination of the X and Y components of the first component of the PLS model. In addition, the goodness of fit (Q^2^) of the model was evaluated by excluding every 7^th ^sample as part of a leave one out cross validation process. Q^2 ^is defined as the fraction of the total variation of the X matrix that can be predicted by a component as estimated by cross-validation and Q^2 ^= (1.0-PRESS/SS) where PRESS is the predicted error sum of squares which is the squared difference between observed Y and predicted Y and SS is the residual sum of squares of the previous component.

The loading plots for the PLS model show the correlation between the X variables, or their residuals in subsequent dimensions, in the first dimension, and the Y variables (or Y residuals scores in subsequent dimensions). The weights are selected so as to maximize the covariance between the X matrix and Y block. The loadings were ranked according to magnitude and in this way, the transcripts which were most highly correlated with changes in the concentration of a particular metabolite could be identified. Correlates were considered as significant if Q^2^>0.40 and the procedure passed the cross-validation routine in Simca-P+ whereby the real Q^2 ^was calculated to be greater than 30 models generated using a random permutation of the Y scores.

## Abbreviations

ALAS: 5-aminolevulinate synthase; GC-MS: gas chromatography-mass spectrometry; LPL: lipoprotein lipase; MAS: magic angle spinning; MSTFA: N-Methyl-N-(trimethylsilyl)trifluoroacetamide; NMR: nuclear magnetic resonance spectrometry; PB: phenobarbital; PCA: principal components analysis; PLS: partial least squares; TSP: sodium-3-(trimethylsilyl)-2,2,3,3-tetradeuteriopropionate.

## Authors' contributions

CLW and JLG performed all the metabolomics analyses, apart from the biofluid analysis which was performed with LAC. Transcriptomic analysis was performed by RAC, and JD managed the animal study. CLW, RAC and JLG carried out the pattern recognition in the paper. JW performed and interpreted histology data, and the study was designed and conceived by JD, JW and CJW. CLW drafted the paper under the supervision of CJW and JLG. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Metabolite changes in response to increasing dose of phenobarbital**. Metabolite changes in liver and plasma in response to increasing dose of PB as detected by ^1^H-NMR spectroscopy and GC-MS across the time course of the study. Click here for file

Additional file 2 **Pathways identified as perturbed by transcriptomic analysis**. 

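This supplement sorts the changed genes by their time course and names, for each group, the Gene Ontology terms and pathways that hold more of those genes than the whole chip would give. The methods assess each term with a hypergeometric test at p under 0.05 that was not corrected for the number of terms, and ask for at least 3 changed genes in a pathway. Genes that share an annotation, such as subunits of the proteasome, are counted together in a term. The membership of the groups is not listed in the text of the paper.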

Pathways and biological processes which are over represented in the set of genes whose expression is altered by phenobarbital. Genes are grouped by temporal expression profile as described Figure 4. Click here for file

Additional file 3 **Remodelling of the lipid profile of liver tissue following PB treatment**. Changes in intact phospholipids in response to increasing dose of PB as detected by negative mode direct infusion ESI-MS of extracts from liver tissue. Click here for file

Additional file 4 **Study design for animal experiment**. This table depicts the animal numbers used in the design of the study. 

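The animal numbers of this design tie each array to a dose, a day and a run. For 7 of the 48 arrays the deposited labels name another group than the animal number does. Over 1642 probesets that changed with 1000 ppm in the other 41 arrays, all 7 lay nearer to the group of the animal number. The gap was small for animals 31 and 35, of which the first lay 0.348 from the group of its number and 0.353 from that of its label, as a root mean square on the log2 scale, and the second 0.351 and 0.363. For these 2 the group of the number held 1 array and that of the label 2, and for animals 30 and 55 they held 2 and 1. A mean of fewer arrays lies farther off by noise alone, which was not allowed for.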

Click here for file

Additional file 5 **Metabolomics Standards Initiative Compliant Metadata**. The excel spread sheets contain all the metabolomics data collected by NMR spectroscopy and GC-MS of fatty acid methyl esters according to the Standard reporting requirements for biological samples in metabolomics experiments: mammalian/in vivo experiments. Click here for file

# Supplementary material for: An integrated functional genomic study of acute phenobarbital exposure in the rat
**Source:** BMC Genomics. 2010 Jan 6;11:9. doi: 10.1186/1471-2164-11-9
**Supplement:** Additional file 1 — Metabolite changes in response to increasing dose of phenobarbital. Metabolite changes in liver and plasma in response to increasing dose of PB as detected by 1H-NMR spectroscopy and GC-MS across the time course of the study.

## Additional file 1 - Metabolite changes in response to increasing dose of phenobarbital

| **Platform** | **Time Point** | **Relative increase with increasing dose of PB** | **Relative decrease with increasing dose of PB** |
| --- | --- | --- | --- |
| **^1^H-NMR analysis of liver extract aqueous fraction** | Day 1 | succinate  glutamine  glutathione (slight) | Glucose  glycogen  adenosine  leucine |
|  | Day 3 | succinate  glutamine  glutathione  taurine | Leucine  valine  choline  glucose  glycogen  adenosine |
|  | Day 7 | succinate  glutamine  glutathione  taurine | Glucose  glycogen  adenosine |
|  | Day 14 | succinate  phosphocholine | Glucose  glycogen  adenosine  nicotinamide  adenosine |
| **GC-MS analysis of liver extract aqueous fraction** | Day 1 | succinate  5-oxoproline  beta hydroxybutyrate  threonate  inositol isomer  citrate  glyceric acid  glycine | Disaccharides  ethanolamine  fructose |
|  | Day 3 | alanine  lactate  5-oxoproline  glycine  succinate  glutamate  threonate | Disaccharides  ethanolamine  fructose  ribose  phenylalanine  tyrosine |
|  | Day 7 | citrate  lysine  threonate  succinate  ornithine  ethanolamine phosphate  fumarate  inositol isomer  glycine | Disaccharides  fructose  ethanolamine |
|  | Day 14 | glycine  serine  threonine  ornithine  isoleucine  5-oxoproline  succinate  proline  alanine  threonate | Ribose  malate |
| **GC-MS analysis of liver extract lipid fraction** | Day 1 | - | - |
|  | Day 3 | 16:1  9-18:1 | 18:0 (branched chain)  19:0 isomer  5,8,11,14-20:4  4,7,10,13,16,19-22:6  18:1  16:0 (branched chain)  15:0 |
|  | Day 7 | 5,8,11,14,17-20:5  9-18:1  16:1  8,11,14-20:3 | 10:0  15:0  11,14-20:2  9,12,15-18:3  4,7,10,13,16,19-22:6  12:0  5,8,11,14-20:4 |
|  | Day 14 | 18:1  9-18:1  5,8,11,14,17-20:5 | 14:0  16:0  17:0  18:0 (branched chain)  11-20:1 |
| **^1^H-NMR analysis of plasma** | Day 1 | - | - |
|  | Day 3 | -CH_3_ lipid (0.84-0.86)  branched chain amino acids (slight)  lactate  alanine  glutamate  glutamine | -CH_2_- lipid (slight) |
|  | Day 7 | branched chain amino acids  lactate  acetate (slight)  glutamate  glutamine  choline/ phosphocholine | -CH_2_- lipid  -CH_2_CH_2_CO_2_H  -CH=CHCH_2_CH=CH-  -CH_2_CH=CHCH_2_- |
|  | Day 14 | -CH_3_ lipid (0.84-0.86)  branched chain amino acids  lactate  alanine (slight)  acetate  glutamate  glutamine  choline/ phosphocholine | -CH_3_ lipid (0.88-0.90)  -CH_2_- lipid  -CH_2_CH_2_CO_2_H  -CH_2_CH_2_CO_2_H  -CH=CHCH_2_CH=CH-  -CH_2_CH=CHCH_2_- |

Metabolite changes in liver and plasma in response to increasing dose of PB as detected by ^1^H-NMR spectroscopy and GC-MS across the time course of the study.

# Supplementary material for: An integrated functional genomic study of acute phenobarbital exposure in the rat
**Source:** BMC Genomics. 2010 Jan 6;11:9. doi: 10.1186/1471-2164-11-9
**Supplement:** Additional file 2 — Pathways identified as perturbed by transcriptomic analysis. Pathways and biological processes which are over represented in the set of genes whose expression is altered by phenobarbital. Genes are grouped by temporal expression profile as described Figure 4.

## Additional file 2 - Pathways identified as perturbed by transcriptomic analysis

|  | GO Biological Process | p-value | GO Cellular Component | p-value | KEGG or GenMAPP pathway | p-value |
| --- | --- | --- | --- | --- | --- | --- |
| Transient genes | cell cycle | 4E-10 | Nucleus | 9E-06 | cell cycle | 3E-12 |
|  | mitosis | 4E-07 | Cytoplasm | 2E-02 | calcium signaling pathway | 0.0202 |
|  | regulation of cell cycle | 1E-06 |  |  | Pantothenate and CoA biosynthesis | 0.0003 |
|  | Cytokinesis | 2E-04 |  |  | starch and sucrose metabolism | 0.001 |
|  | proteolysis and peptidolysis | 1E-02 |  |  | tryptophan metabolism | 0.004 |
|  | protein amino acid phosphorylation | 1E-02 |  |  | proteasome | 0.0007 |
|  | regulation of transcription, DNA-dependent | 3E-02 |  |  | Proteasome degradation | 0.0009 |
|  | electron transport | 1E-02 |  |  |  |  |
|  | regulation of transcription, DNA-dependent | 2E-02 |  |  |  |  |
|  | electron transport | 1E-02 |  |  |  |  |
| Sustained down regulation | neurotransmitter transport | 3E-04 | integral to plasma membrane | 4E-05 | alanine and aspartate metabolism | 1E-03 |
|  | electron transport | 7E-03 | Microsome | 5E-05 | glutamate metabolism | 2E-03 |
|  | Metabolism | 4E-02 | Peroxisome | 2E-04 | urea cycle and metabolism of amino groups | 2E-03 |
|  |  |  | integral to membrane | 1E-03 | glycine, serine and threonine metabolism | 4E-03 |
|  |  |  | Mitochondrion | 2E-03 | arginine and proline metabolism | 6E-03 |
|  |  |  | endoplasmic reticulum | 5E-03 | glycolysis and gluconeogenesis | 6E-03 |
|  |  |  | Membrane | 9E-03 | tight junction | 2E-02 |
| Sustained upregulation | xenobiotic metabolism | 2E-04 | Membrane | 4E-03 | gamma-Hexachlorocyclohexane degradation | 4E-06 |
|  | induction of apoptosis | 3E-03 | Microsome | 7E-03 | glutathione metabolism | 4E-05 |
|  | signal transduction | 6E-03 | endoplasmic reticulum | 2E-02 | pentose and glucuronate interconversions | 0.0002 |
|  | Metabolism | 2E-02 |  |  | porphyrin and chlorophyll metabolism | 0.0005 |
|  | electron transport | 2E-02 |  |  | alzheimer's disease | 0.001 |
|  | proteolysis and peptidolysis | 3E-02 |  |  | oxidative_Stress | 0.001 |
|  |  |  |  |  | starch and sucrose metabolism | 0.002 |
|  |  |  |  |  | fatty acid metabolism | 0.003 |
|  |  |  |  |  | androgen and estrogen metabolism | 0.003 |
|  |  |  |  |  | tryptophan metabolism | 0.004 |
|  |  |  |  |  | purine metabolism | 0.02 |
|  |  |  |  |  | regulation of actin cytoskeleton | 0.05 |

Pathways and biological processes which are over represented in the set of genes whose expression is altered by phenobarbital. Genes are grouped by temporal expression profile as described Figure 4.

# Supplementary material for: An integrated functional genomic study of acute phenobarbital exposure in the rat
**Source:** BMC Genomics. 2010 Jan 6;11:9. doi: 10.1186/1471-2164-11-9

**Additional file 3:** Changes in intact phospholipids in response to increasing dose of PB as detected by negative mode direct infusion ESI-MS of extracts from liver tissue.

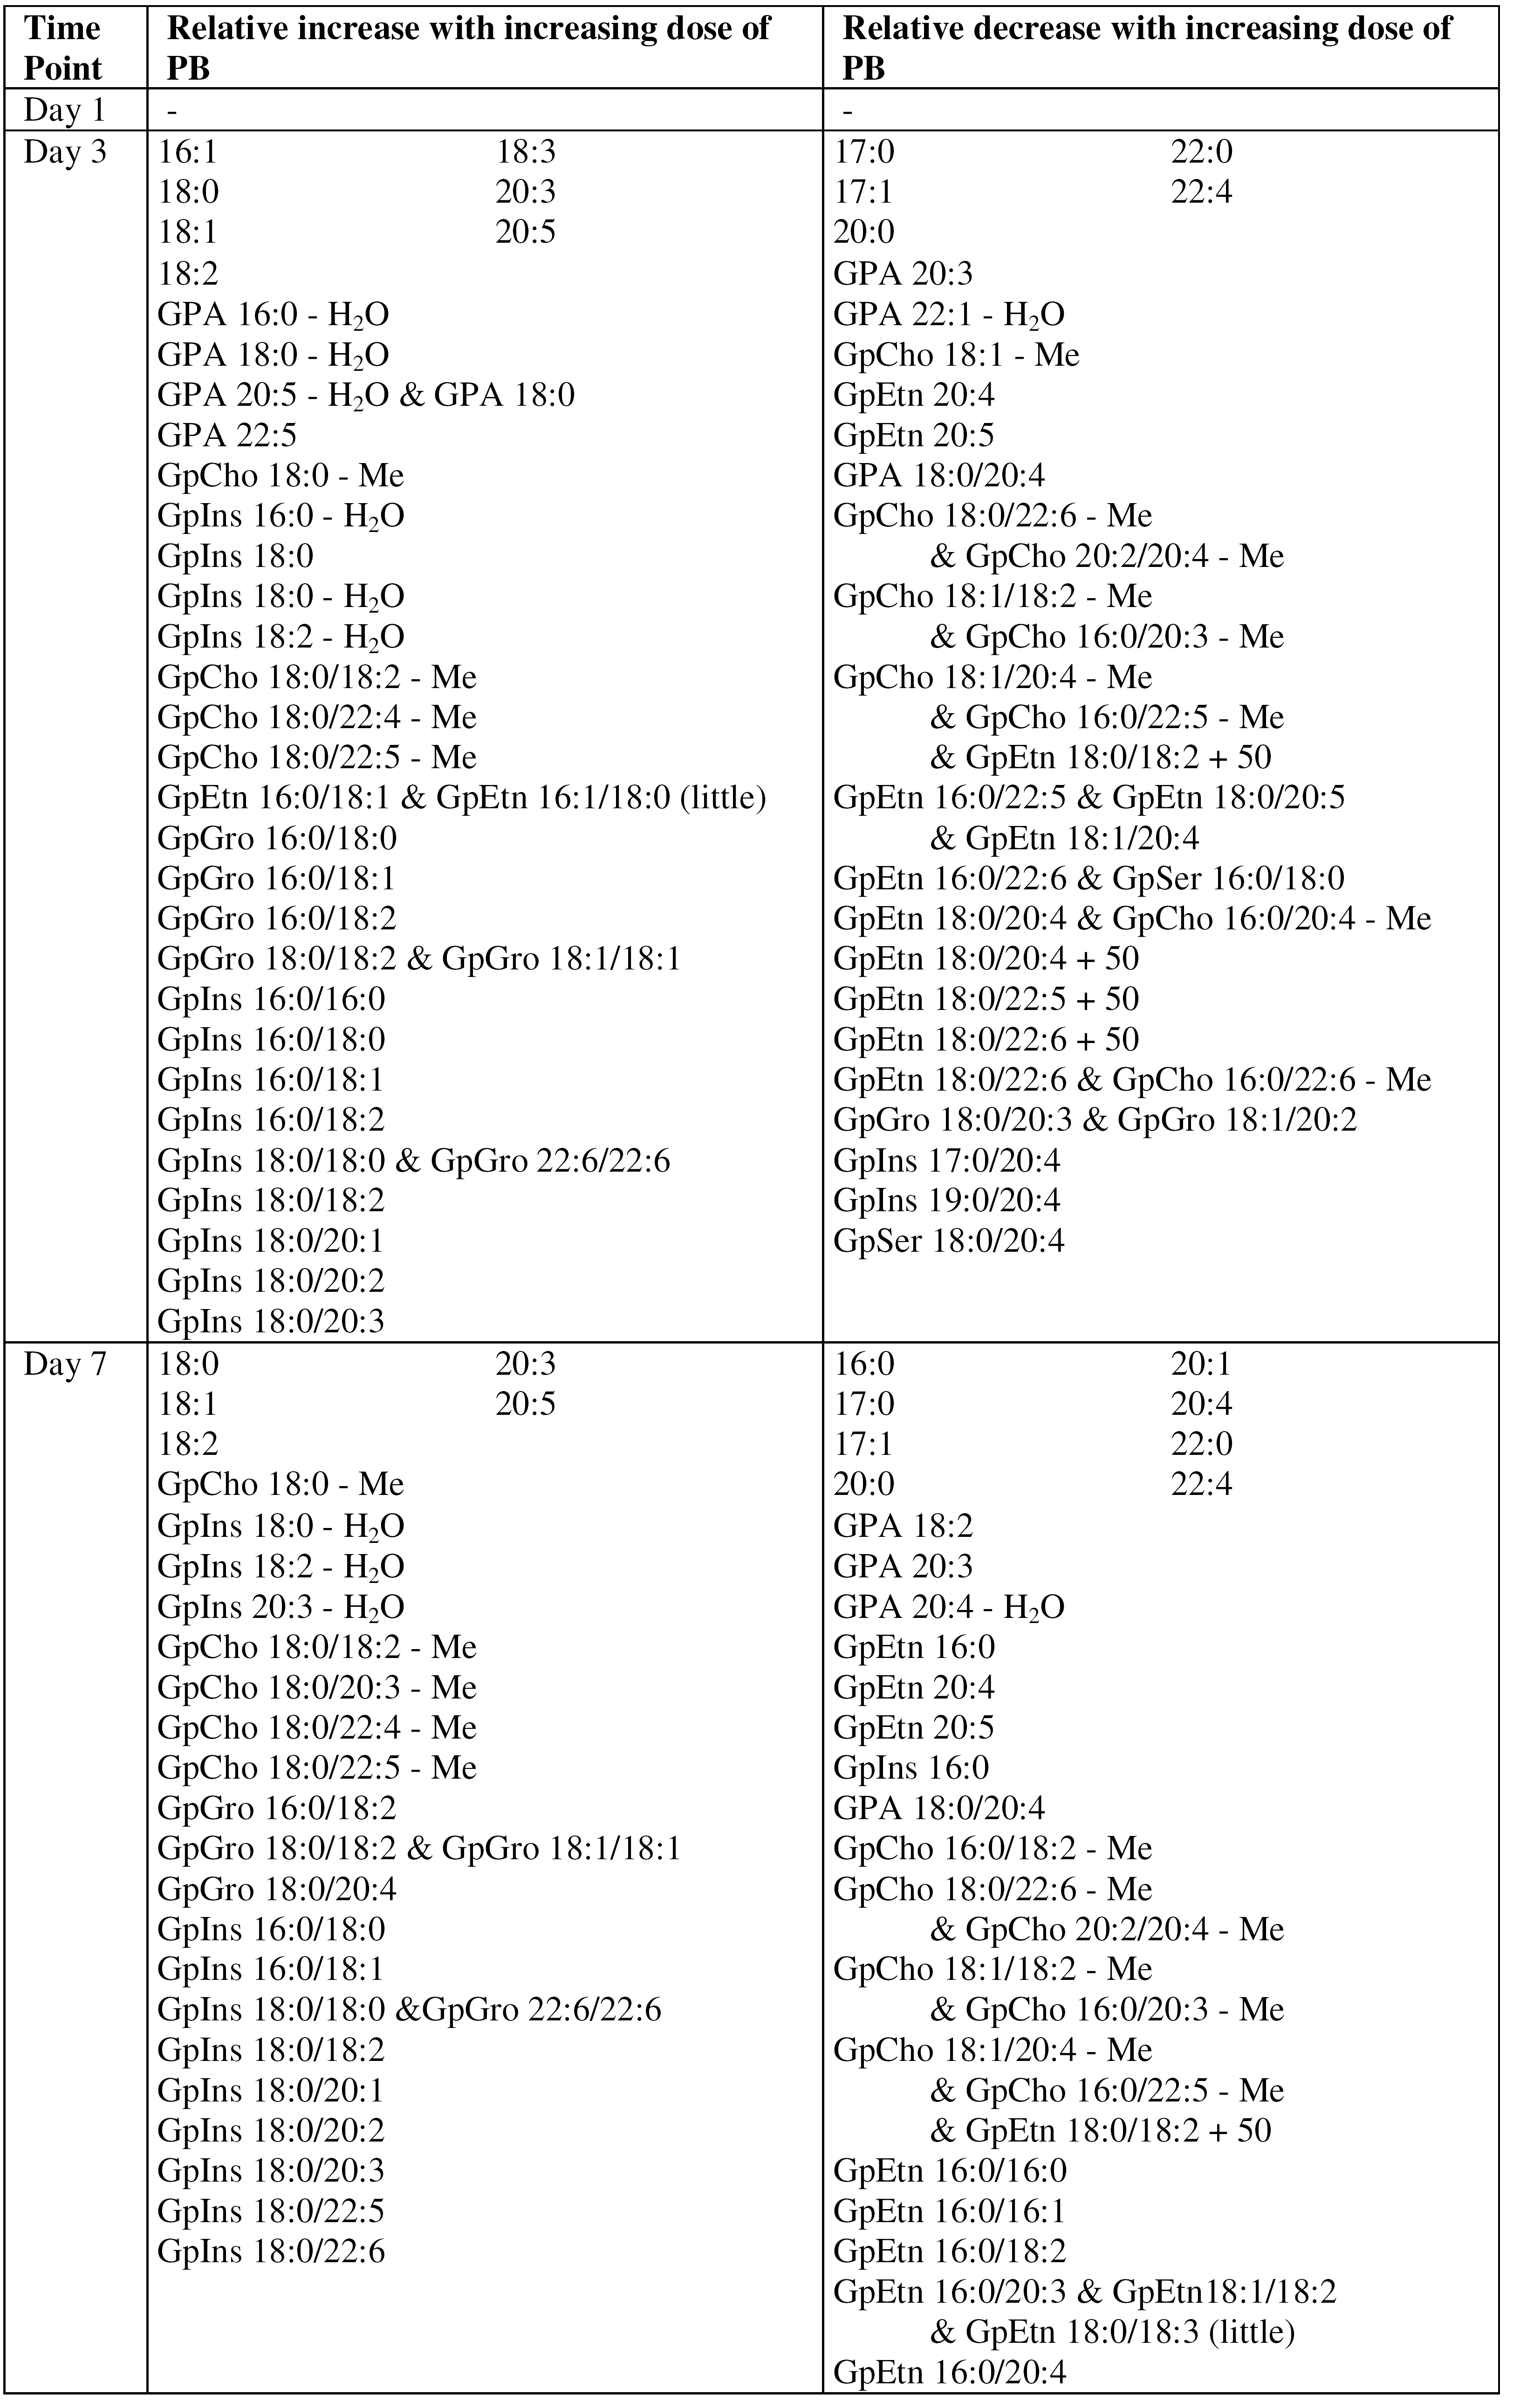

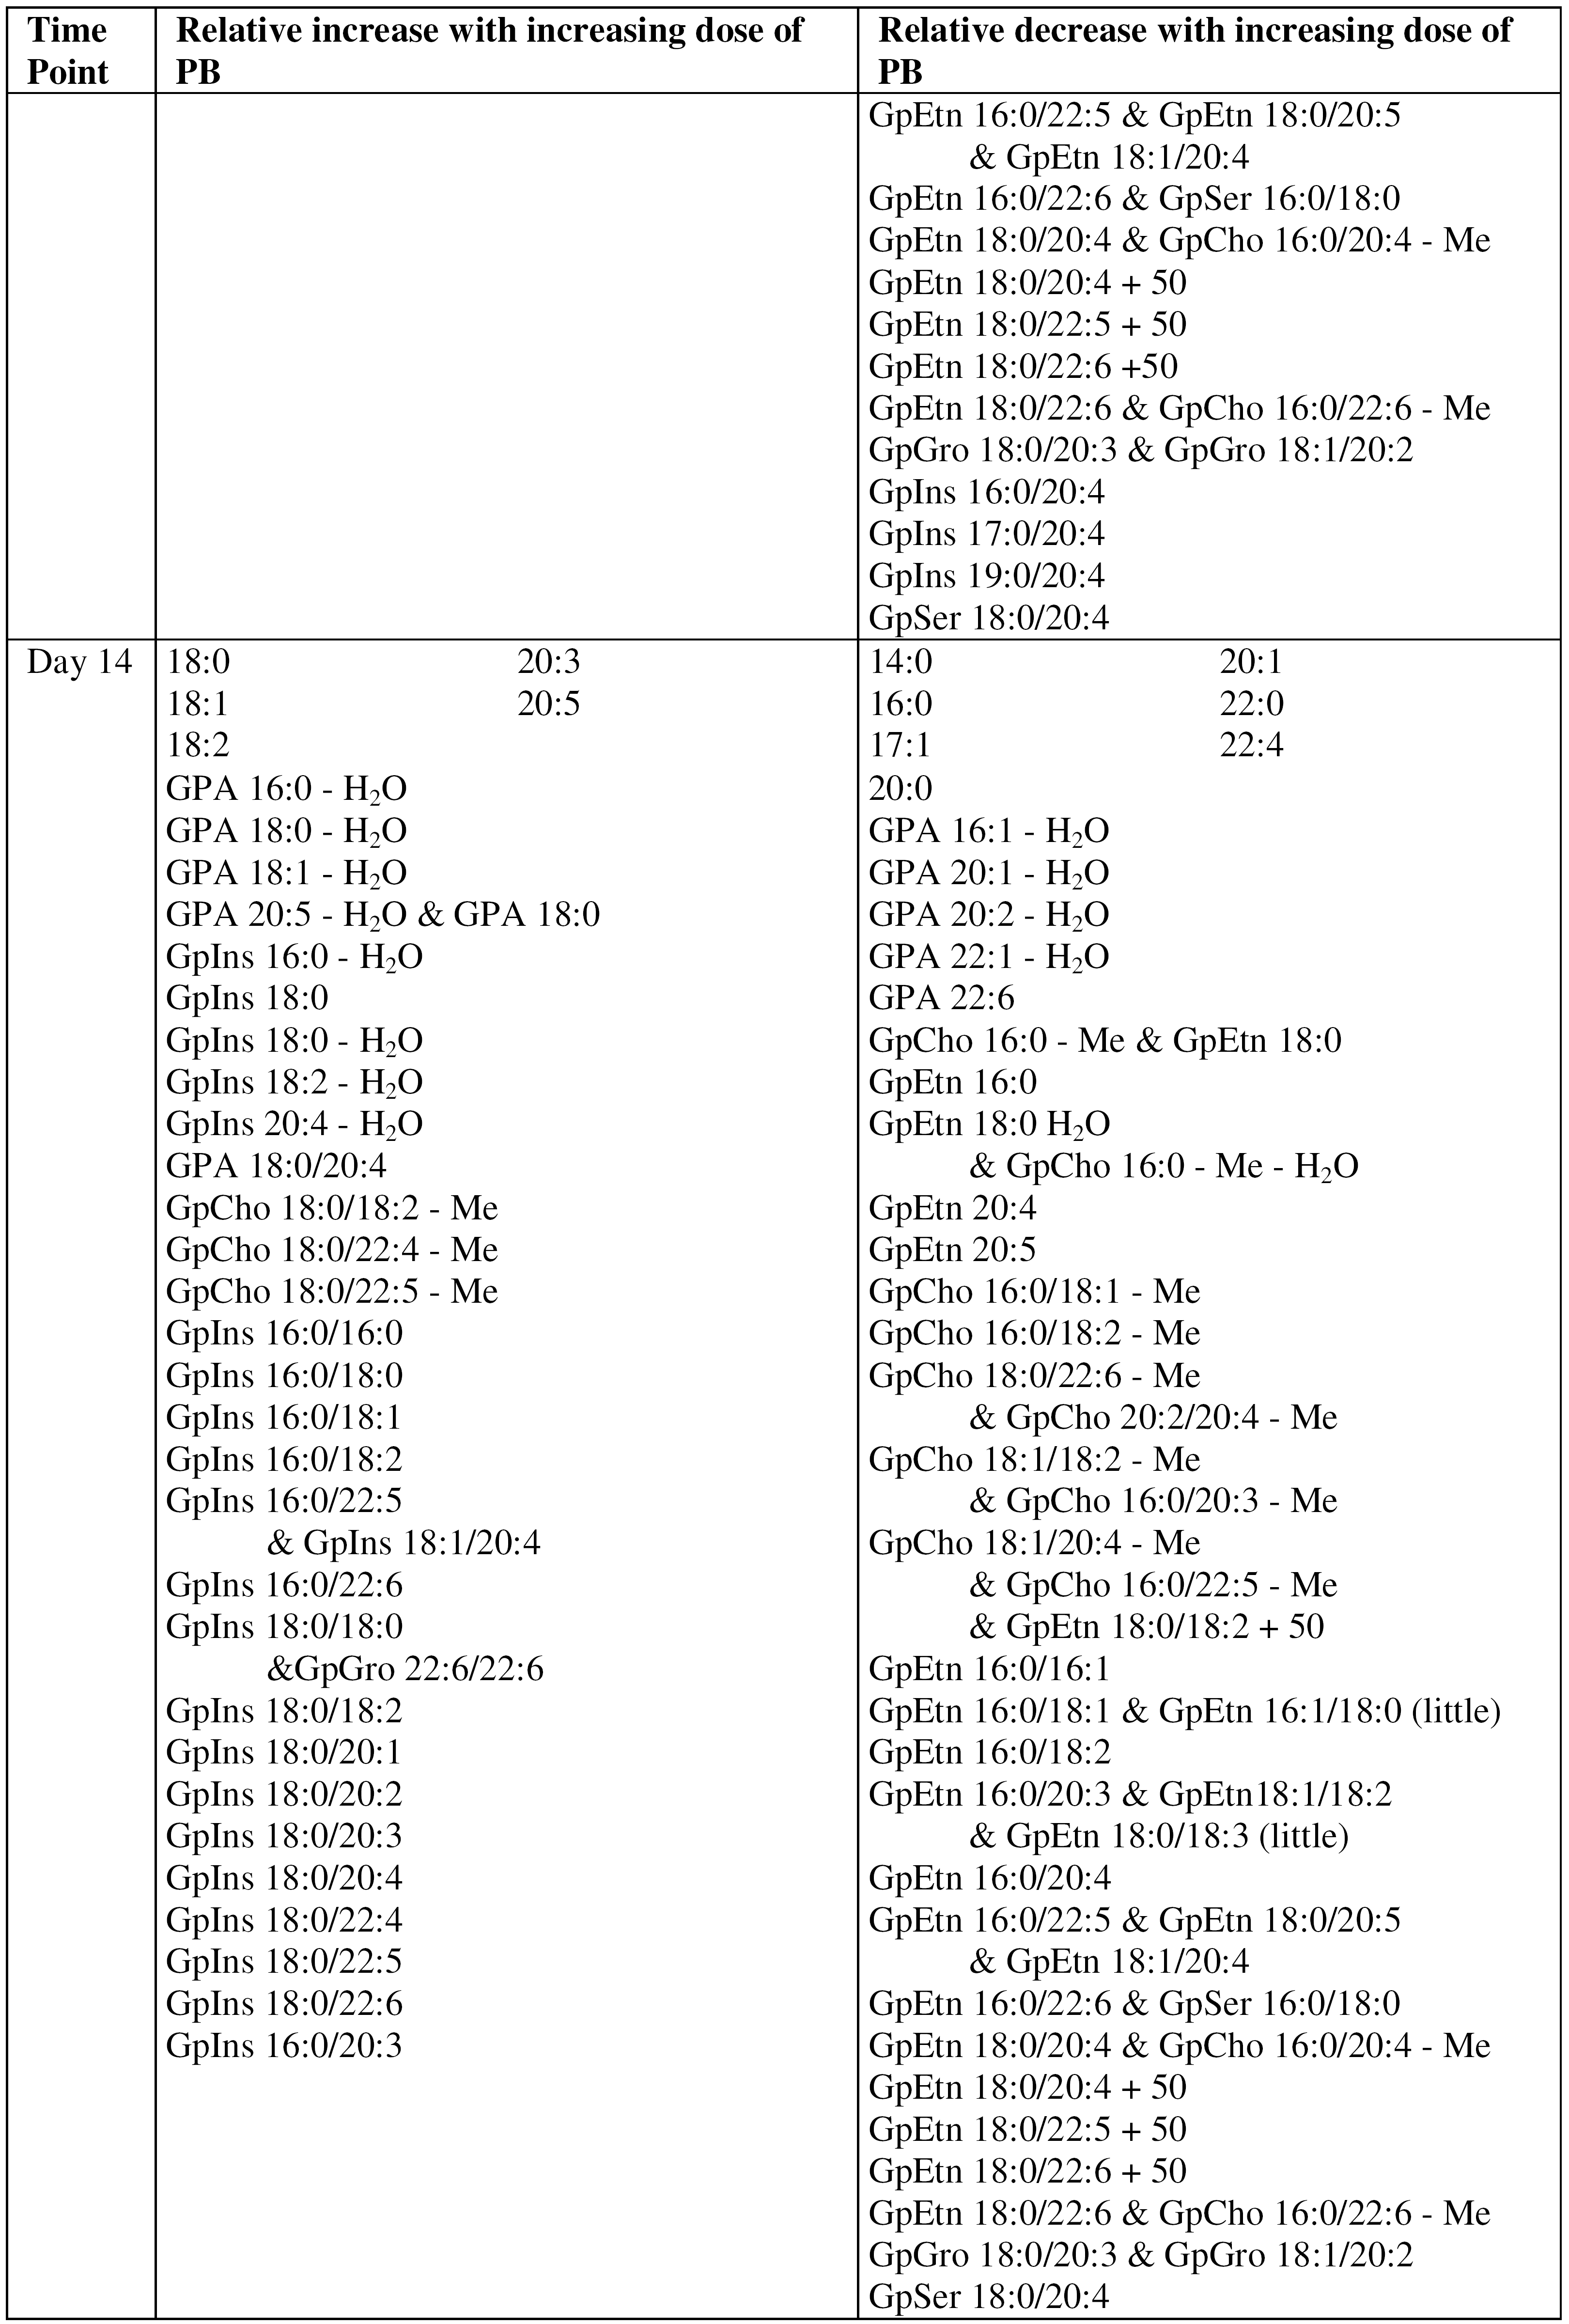

**Supplement:** Additional file 3 — Remodelling of the lipid profile of liver tissue following PB treatment. Changes in intact phospholipids in response to increasing dose of PB as detected by negative mode direct infusion ESI-MS of extracts from liver tissue.

How the deposited data were processed for this re-analysis (not part of the article)

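Liver RNA was measured in 48 male F344 rats, 1 array each, in 16 groups of 3 (0, 50, 500 or 1000 ppm PB for 1, 3, 7 or 14 days). The authors made the probe intensities of the Affymetrix arrays into 1 signal per probeset with MAS 5.0 and scaled the mean of each array to 500; the intensity values are used here as deposited, on a linear scale. A second, smaller deposited table holds ratio values for 776 probesets: the authors divided each probeset's signal by its median over the 48 arrays, which was checked against the signals, and the step that selected these probesets is not stated. The fold values of the paper's table 3 are ratios to time-matched controls made by the authors. Arrays listed 13506 to 16378 probesets (median 15337), and the median of the listed signals ran from 422 to 565. Spectra of aqueous liver extracts came from Additional file 5. The copy used holds 793 spectral regions from 0.2 to 8.46 ppm for 49 animals, of which 29 have an array and 0 received 1000 ppm, and lacks 148 lines and 29 columns. Other metabolite measurements were not used here.

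Samples were placed in groups by the animal number and the study design in Additional file 4. For 7 arrays the deposited labels give another group, and both placings were run. What an absent signal stands for is not stated in the deposited data, so absent signals were left missing, and a comparison was tested where every group had at least 2 listed values; this rule was set after the data had been seen. The methods' floor of 0.01 was kept. Present flags, which the methods also filter on, were not used here. Of 31099 probesets, 57 controls were left out, 20826 carried 1 gene symbol, 436 several and 9780 none, and 18073 passed a signal of at least 90 on at least 3 arrays. A total of 10177 probesets were listed on all arrays and 8547 on none. Symbols came from a table of the genes of these probesets, and 0 were updated. A gene was read from the probeset with the highest mean signal among those annotated to it alone.

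Log2 signals were fitted with 1 mean for each of the 16 groups by least squares with the variance moderation of limma 3.58.1 in R 4.3.3, written to allow missing values and checked against limma on complete data. All p-values of single genes and probesets outside the correlations come from limma, with 3 arrays a group, and were adjusted by Benjamini-Hochberg within each comparison. The comparisons were each dose against the control of its day (12), each dose averaged over the 4 days, 1000 against 500 ppm, and the response to 1000 ppm on day 14 minus that on day 1. Early only probesets were called at 500 or 1000 ppm on day 1 or 3 and on neither later day, and sustained ones were called in the same direction at 500 or 1000 ppm on all 4 days, both with at least 1.5-fold change. The methods' 2-way analysis of variance on dose and day used probesets with at least 1.5-fold change in some dose and day. Gene lists were tested with camera of limma, with its preset and with an estimated correlation, and with fry, and camera used the members with a value on every array. Correlations used all permutations below 10 samples (exact) and 100000 otherwise. Residuals were permuted freely, without allowing for the means removed, so their p-values tend to be too small. Simulated data with known changes were used to test the fits: at 3 against 3, 28 of 50 probesets changed 1.5-fold and 49 of 50 changed 2-fold were called, with 10 false calls among 14281. These were 6 and 26 of 50 with the run as a block, with 7 false calls among 13148. The changed probesets were all listed on every array, and the noise was independent, without a run effect. Recovery for probesets with absent signals was not measured.

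Additional file 4 and the array names give 6 array runs. Each run holds several groups and no group is spread over all runs, so the run cannot be fully separated from dose and day. The run was left out of the model, as in the methods, and fits with the run as a fixed or random block stand beside it. Over 10151 probesets listed on all arrays and tested, 0 showed a run effect in limma, with 528 at an unadjusted p under 0.05. Adding the run multiplied the variance of the day comparisons by 1.52 to 3.98 and that of the comparisons averaged over days by 1 to 1.09. The first principal component held 13.1% of the variance, of which 78.8% lay between doses. Of components 2 and 5, 34.3% and 43.1% lay between runs. Run 1 arrays listed a median of 14260 signals, against 15265 to 15978 in the other runs. Their median signal was 526, against 444 to 477. The medians that moved most under quantile normalization were in comparisons with run 1 arrays. These were 500 ppm on day 7, 1000 ppm on day 14, 50 ppm on day 3 and day 14 minus day 1. The absence of called probesets therefore does not show that the runs were alike. Pairs of arrays had correlations from 0.956 to 0.988.

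Before the data were examined, 26 gene lists, the comparisons, the alternatives and the rule for naming genes were fixed. The lists came from textbook knowledge and the paper's text, so some hold genes that the paper reports as changed in these arrays. Named are the genes of table 3 and of the paper's text, whose values there had been seen; at 1000 ppm on each day and averaged, the 10 largest rises and the 10 largest falls among probesets of a single symbol that were called in the same direction with and without the run, had a mean signal of at least 90 in the higher group and had all treated arrays beyond all controls of that day; and up to 4 members of each list with the smallest adjusted p. Where other list members are named, they were chosen after their values were seen. Other settings fixed with them were the run as a fixed or random block, the replicate number as a block, the 7 arrays by their labels or left out, other readings of the filter or none, log2 of the signal plus 32, quantile normalization, a trend in the prior variance, a fit on each day alone, other terms and filters of the analysis of variance, all probesets of a gene, and each array left out in turn. Added after the data were seen were scalings of each array by the median or mean of its listed signals, a limit to probesets listed on all arrays, correlations within doses and runs, and the list tests of day 14 against day 1. Figures were drawn with matplotlib 3.10.9. One gene of table 3 and its correlation are not reported here.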

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

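Chosen only after the results were seen were the tests of day 14 against day 1 on gene lists, the test of a mislabelled array, the test of the run part of the 50 ppm day 7 changes, the test of all other probesets of these genes and both tests of the perivenous genes. The response to 1000 ppm differed between day 14 and day 1, by a test of the difference, in 132 probesets. Of 100 splits of the arrays, the real one included, 3 gave as many. The highest other count was 580, several times the real one, from a split that exchanged the controls and the 1000 ppm arrays on day 14. Such a split adds the responses of the 2 days, a structure of the samples that the dose gives. These splits exchange controls and 1000 ppm arrays within a day and so stand for no response on either day. They cannot test equal responses on both days, so chance was not tested for this difference. All 3 arrays at 1000 ppm on day 14 belong to 1 run, and 1 probeset passed with the run as a block. Among gene lists, the day 14 minus day 1 response was higher for CAR-inducible drug metabolism (camera, adjusted p = 0.00153; adjusted p = 0.546 with an estimated correlation; the list's median of 0.17 was 0.05 after quantile normalization and -0.16 with each array divided by the median of its listed signals). It was lower for the proteasome (8.8e-06), the cell cycle (3.5e-04, on 6 genes) and endothelial cells (9.0e-04, on 5 genes), each with adjusted p = 0.235 with an estimated correlation. These values were, in the fit with the run as a block, 0.963, 9.6e-04, 0.0469 and 0.55 in the same order.

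Named genes with a larger response on day 14 than on day 1 were Aldh1a1, by 2.73 ± 0.48 on the log2 scale, Lpl, by 2.41 ± 0.45, Gstt3, by 1.79 ± 0.45, Ces2c, by 1.77 ± 0.29, App, by 1.51 ± 0.21, Ephx1, by 0.77 ± 0.15, and Ddc, by 0.58 ± 0.12. The difference was negative for Oat (-1.82 ± 0.38), Cyp3a9 (-1.52 ± 0.31), Cyp4a1 (-1.24 ± 0.32), Slc6a6 (-0.86 ± 0.21), Pcna (-0.79 ± 0.15) and Cyp1a2 (-0.61 ± 0.14). Their adjusted p values in limma ran from 1.0e-04 for App to 0.0453 for Cyp4a1, and none of these 13 genes passed with the run as a block. For Aldh1a1 part of the difference lies in the controls, with signals of 1541, 1420 and 2117 on day 1 and 508, 620 and 712 on day 14. Its 1000 ppm signals were 5177, 8527 and 8579 on day 1 and 13253, 17379 and 23428 on day 14.

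Genes that the paper does not discuss also changed at 1000 ppm over the 4 days. Higher were Ces2c (3.08 ± 0.10), Mnd1 (1.38 ± 0.12), Sema3c (1.37 ± 0.11), Akr7a3 (1.29 ± 0.14), Zdhhc2 (1.27 ± 0.08), Abcb1a (1.26 ± 0.17) and Meox2 (1.25 ± 0.11). Lower were Fmo1 (-1.28 ± 0.12), Eif4ebp3 (-0.96 ± 0.12), Hacl1 (-0.90 ± 0.17), Zfp189 (-0.84 ± 0.23), Crym (-0.74 ± 0.14), Ppp1r3b (-0.70 ± 0.11), Ak4 (-0.65 ± 0.06), Olr59 (-0.64 ± 0.10) and Gk (-0.60 ± 0.06). The adjusted p values in limma ran from 4.2e-23 for Ces2c to 0.0104 for Zfp189.

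Of 10 perivenous hepatocyte genes, which the paper does not discuss as a group, 6 were lower and 1 was higher at 1000 ppm over the 4 days, with an adjusted p of 1.1e-06 for the list (adjusted p = 0.00272 with an estimated correlation): Oat fell by 0.96 ± 0.13, Cyp1a2 by 0.52 ± 0.05 and Rgn by 0.46 ± 0.07, each in 12 of 12 arrays, while Ahr rose by 0.87 ± 0.16. A difference between array runs is argued against by the list's adjusted p of 2.1e-06 with the run as a block (3.7e-07 to 4.2e-06 over 13 settings). A smaller share of perivenous cells would lower their markers alike only if these mark the same cells equally, which was not measured. Cyp2e1 had a change of -0.0157 (lower in 8 of 12 arrays) beside -0.86 ± 0.08 for Glul. These values therefore cannot decide whether the share of such cells changed. That PB may lower a subset of these genes, the dose being the biological difference in the design, stays open as a hypothesis.

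Other lists outside those discussed were lower as sets at 1000 ppm. Of 10 periportal genes 2 were lower (adjusted p = 0.0352, and 0.00112 to 0.0536 over 13 settings, the highest with the run as a block; adjusted p = 0.341 with an estimated correlation), with -0.25 ± 0.07 for Gls2 and -0.29 ± 0.09 for Hal. Of 11 Kupffer cell and macrophage genes 3 were lower, Cd5l, Csf1r and C1qa (9.9e-04; adjusted p = 0.341 with an estimated correlation). Of 10 genes of bile acid synthesis and transport 5 were lower and 1 was higher (0.00942; adjusted p = 0.262 with an estimated correlation).

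At 50 ppm on day 7, for which the paper makes no statement on expression as a whole, 521 probesets differed from the controls, 430 of them lower, and 87 did with the run as a block; other splits of these 6 arrays are too few for a share under 0.05 (highest other 0, the real split being 1 of 10). A difference between array runs as the whole cause is argued against by the run terms of the other 42 arrays, which give the 388 of these 430 listed on all of them a median of -0.103 (quartiles -0.18 and -0.01; runs 2 and 3 alone had -0.0593, and -0.18 to 0.05 in 3 groups) of their -0.73; with the run as a block their median was -0.66, and calls were lost as the median standard error went from 0.17 to 0.22. A mislabelled array is argued against by medians of -0.50, -0.354 and -0.55 in the 3 arrays, each over probesets chosen without it, where none of the 42 lay below -0.32, although 2 of the 3 have labels in conflict: by their labels 8 probesets passed, without the 7 arrays 7, and without replicate 1 or 3 of this group 296 or 261. All other probesets of the same genes, called or not, had a median of -0.0333 (quartiles -0.19 and 0.09), and those not called -0.0181, while the same medians at 1000 ppm, chosen afterwards as yardsticks, were -0.26 and -0.25 on day 3 and -0.29 and -0.25 on day 14; of genes with several probesets, 21 of 302 had 2 or more called lower, against 7 of 90 and 9 of 56 there. A change in RNA quality or at single probes may therefore account for the lower signals, and an effect of this dose on this day was not tested further.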

How the results depend on the processing

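The settings that scale to listed signals, that use only probesets listed on all arrays, and that take the correlation of Me1 and Gsr within doses or that of Alas1 and succinate within or between runs were chosen only after the results were seen. With 3 arrays a group, 28 of 50 simulated 1.5-fold changes on 1 day were called, against 49 of 50 averaged over days. All were in probesets listed on every array. For such probesets this limits the day counts more than the averaged ones. Of 130 named genes at 1000 ppm averaged over days, 110 kept their side of the threshold in every alternative run, arrays left out included. Leaving arrays out aside, the settings chosen earlier left 174 counts within 1.5 times and moved 59, and left 245 list results on their side of the threshold, with 4 gained and 1 lost, all with the preset correlation of camera. With an estimated correlation 5 of the 8 list calls at 1000 ppm averaged over days were lost: glycogen and glucose metabolism (0.0533), cell cycle (0.0547), bile acid synthesis and transport (0.262), periportal hepatocyte (0.341) and Kupffer cell and macrophage (0.341). Replicate numbers were not taken to pair the animals, since neither the paper nor the labels say so and the deviations of arrays with the same number had a mean correlation of 0.0613 and a lowest of -0.147. As a hint from the data alone, other numbers had a mean of -0.0307, 99 shuffles of the numbers reached 0.0213 at most, and 40 of 48 arrays correlated best with their own number. For the changes below the cause was not tested.

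Settings chosen earlier changed these values. The run as a fixed block gave at 50 ppm 1 (day 1), 1 (day 3), 87 (day 7), 3 (day 14), at 500 ppm 21 (day 1), 4 (day 3), 12 (day 7), 13 (day 14), at 1000 ppm 6 (day 1), 13 (day 7), 67 (day 14), 1 for 1000 against 500 ppm averaged, 1 for day 14 minus day 1, 4 for sustained higher, 0 for sustained lower, 0.0536 for periportal hepatocyte. The run as a random block gave 236 for day 14 minus day 1. The replicate number as a block gave 0.0462 for amino acid metabolism and urea cycle, 0.0462 for stellate cell and fibroblast. Placing the 7 arrays by their labels gave at 50 ppm 1 (day 1), 2 (day 3), 8 (day 7), 37 (day 14), at 500 ppm 14 (day 1), 37 (day 3), 129 (day 7), 121 (day 14), at 1000 ppm 169 (day 1), 173 (day 7), 1 for 1000 against 500 ppm averaged, 31 for day 14 minus day 1, 1 for sustained lower, 0.0468 for stellate cell and fibroblast. Leaving the 7 arrays out gave at 500 ppm 66 (day 1), 78 (day 3), at 50 ppm 7 (day 7), 26 (day 14), 10 for 50 ppm averaged. The literal reading of the filter gave at 500 ppm 258 (day 3). Log2 of the signal plus 32 gave 1 for 1000 against 500 ppm averaged. Quantile normalization gave at 50 ppm 34 (day 3), at 500 ppm 1719 (day 7), at 1000 ppm 1543 (day 14), 1044 for day 14 minus day 1, 0.0134 for amino acid metabolism and urea cycle. A trend in the prior variance gave at 500 ppm 189 (day 1), 260 (day 3), 1 for 1000 against 500 ppm averaged, 232 for day 14 minus day 1. A fit on each day alone gave at 50 ppm 1 (day 1), 3 (day 3), 19 (day 7), at 500 ppm 12 (day 1), 46 (day 3), 36 (day 7), 66 (day 14), at 1000 ppm 63 (day 1), 171 (day 3), 69 (day 7), 165 (day 14), 118 for early only, 11 for sustained higher, 1 for sustained lower. No fold filter gave 1822 for analysis of variance.

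Settings added later changed these. Scaling to the median of the listed signals gave at 50 ppm 474 (day 3), at 500 ppm 2390 (day 7), at 1000 ppm 2368 (day 14), 2208 for day 14 minus day 1, 0.0497 for cholangiocyte. Scaling to the mean of the listed signals gave at 500 ppm 48 (day 1), 1930 (day 7), 136 (day 14), at 1000 ppm 218 (day 1), 170 (day 7), 809 (day 14), 375 for day 14 minus day 1, 0.0358 for amino acid metabolism and urea cycle, 0.0482 for cholangiocyte. That median scaling with the run block gave at 50 ppm 1 (day 1), 1 (day 3), 48 (day 7), 3 (day 14), at 500 ppm 12 (day 1), 6 (day 3), 10 (day 7), 10 (day 14), at 1000 ppm 5 (day 1), 15 (day 7), 57 (day 14), 1 for 1000 against 500 ppm averaged, 1 for day 14 minus day 1, 3 for sustained higher, 0 for sustained lower. Using probesets listed on all 48 arrays gave at 500 ppm 182 (day 1), 278 (day 3). Median scaling with the dose or interaction term gave 1806 for analysis of variance.

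The correlation of Me1 and Gsr was -0.10 on residuals from dose and day means, -0.13 at 0 ppm, 0.39 at 50 ppm, -0.18 at 500 ppm and 0.0392 at 1000 ppm. That of Alas1 and succinate was 0.44 on residuals from dose and day means, 0.47 on residuals from run means, 0.93 in run 5 and -0.03 in run 6.

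Without 1 array at a time, the counts ran as follows, with each array that moved a count by over 1.5 times given by its dose and replicate: early only: 223 to 320; 1000 against 500 ppm averaged: 0 to 1, with 1 (day 3 500 ppm 1), 1 (day 7 500 ppm 1), 1 (day 1 1000 ppm 1), 1 (day 3 1000 ppm 1); 1000 ppm averaged: 1525 to 1753; 1000 ppm day 1: 163 to 293, with 191 (0 ppm 1), 167 (0 ppm 3), 163 (1000 ppm 2), 168 (1000 ppm 3); 1000 ppm day 14: 245 to 347, with 304 (0 ppm 1), 306 (0 ppm 2), 259 (0 ppm 3), 305 (1000 ppm 1), 245 (1000 ppm 3); 1000 ppm day 3: 285 to 554, with 339 (0 ppm 2), 285 (1000 ppm 3); 1000 ppm day 7: 136 to 202, with 173 (0 ppm 1), 159 (0 ppm 3), 136 (1000 ppm 1). For the other counts the values were 50 ppm averaged: 15 to 23; 50 ppm day 1: 1 to 4, with 1 (0 ppm 1), 4 (0 ppm 2), 1 (0 ppm 3), 1 (50 ppm 1); 50 ppm day 14: 7 to 16, with 9 (0 ppm 1), 8 (0 ppm 3), 7 (50 ppm 1), 9 (50 ppm 2); 50 ppm day 3: 5 to 16, with 6 (0 ppm 3), 5 (50 ppm 1); 50 ppm day 7: 223 to 531, with 223 (0 ppm 1), 332 (0 ppm 3), 296 (50 ppm 1), 261 (50 ppm 3); 500 ppm averaged: 884 to 1129; 500 ppm day 1: 48 to 81, with 70 (0 ppm 2), 66 (0 ppm 3), 59 (500 ppm 1), 48 (500 ppm 2), 66 (500 ppm 3); 500 ppm day 14: 93 to 175, with 145 (0 ppm 2), 93 (0 ppm 3), 127 (500 ppm 2), 99 (500 ppm 3); 500 ppm day 3: 65 to 111, with 111 (0 ppm 1), 102 (0 ppm 2), 65 (0 ppm 3), 108 (500 ppm 1), 98 (500 ppm 2), 77 (500 ppm 3); 500 ppm day 7: 149 to 554, with 184 (0 ppm 1), 194 (0 ppm 3), 275 (500 ppm 1), 149 (500 ppm 2); day 14 minus day 1: 55 to 124, with 67 (day 1 0 ppm 3), 63 (day 14 0 ppm 2), 55 (day 1 1000 ppm 3), 60 (day 14 1000 ppm 1), 85 (day 14 1000 ppm 2), 67 (day 14 1000 ppm 3); analysis of variance: 689 to 796; sustained higher: 26 to 33; sustained lower: 2 to 5, with 2 (day 3 0 ppm 3).

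Of the gene lists, these changed sides in adjusted p when an array was left out: amino acid metabolism and urea cycle 0.00989 to 0.15, cholangiocyte 0.0373 to 0.114, cholesterol synthesis 0.0432 to 0.181, periportal hepatocyte 0.00912 to 0.0731, stellate cell and fibroblast 0.0328 to 0.0797. Over the 13 settings without leaving arrays out they ran from 0.0134 to 0.0932, 0.0482 to 0.0928, 0.0657 to 0.117, 0.00112 to 0.0536, 0.0462 to 0.211 in the same order. The values past or short of the threshold were, for amino acid metabolism and urea cycle 0.0429 (day 1 0 ppm 3), 0.0387 (day 3 0 ppm 1), 0.00989 (day 7 0 ppm 1), 0.0281 (day 14 0 ppm 1), 0.0476 (day 1 1000 ppm 3), 0.0321 (day 3 1000 ppm 3), 0.0191 (day 7 1000 ppm 2), 0.0473 (day 14 1000 ppm 1); cholangiocyte 0.0373 (day 14 0 ppm 1); cholesterol synthesis 0.0432 (day 1 0 ppm 1); periportal hepatocyte 0.0731 (day 7 0 ppm 2), 0.0703 (day 14 0 ppm 3), 0.0546 (day 1 1000 ppm 2), 0.0507 (day 7 1000 ppm 1), 0.0527 (day 7 1000 ppm 3); stellate cell and fibroblast 0.034 (day 1 0 ppm 1), 0.0328 (day 3 0 ppm 2), 0.0364 (day 14 0 ppm 3), 0.042 (day 1 1000 ppm 3), 0.0431 (day 3 1000 ppm 1), 0.0365 (day 7 1000 ppm 3).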

Differences from the paper's values

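Combinations with scaling to listed signals were tested only after the values had been seen. Of 144 ratios in the paper's table 3 that could be recomputed, 133 lay within 1.5 times of the paper's, and the log2 ratios had a correlation of 0.920 with the paper's. For Glul the paper's ratios at 1000 ppm are 0.39 on day 3 and 0.3 on day 14, and those here 0.645 and 0.511. Both still differ with medians, with the 7 arrays by their labels or left out, with quantile normalization and with the third Glul probeset, and neither differs with the second Glul probeset (0.408 and 0.363). With arrays divided by the median of their listed signals and geometric means, chosen after seeing the values, the day 14 ratio (0.431) does not differ and that of day 3 (0.614) does; that scaling drops 3 of the 78 ratios that the paper marks and that passed here and gains 3 others that it marks.

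The paper names a glutathione S-transferase Yb4, which was read here from Gstm4, and whether that is the probeset it used is not settled. The paper's ratios and those here are, at 1000 ppm, 2.19 and 1.29 on day 1, 9.01 and 1.62 on day 3, 8.44 and 1.63 on day 7 and 7.89 and 2.02 on day 14; at 500 ppm, 6.27 and 1.38 on day 3, 6.19 and 1.51 on day 7 and 6.56 and 1.84 on day 14; and at 50 ppm, the paper's 1.65 and 0.924 here on day 3, and the paper's 1.8 and 1.15 here on day 14. Medians, the placing by labels and quantile normalization leave all 9 apart; without the 7 arrays the 50 ppm ratio of day 14 (1.21) does not differ and the other 8 do. Gstm4 has no other probeset annotated to it alone. Among 12 combinations of scaling and summary tried after the values were seen, the ratio of geometric means on arrays divided by the median of their listed signals came nearest. It put 103 of 144 ratios within 5%. On the deposited scale 56 were within 5% with the same summary and 50 with the ratio of means. With the nearest combination 10 ratios still differ.

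Of 91 ratios that the paper marks as changed in table 3, without an adjustment named, 78 passed here at an adjusted p under 0.05, as did 3 that it does not mark; 79 of the 91 passed with quantile normalization and 47 with the run as a block. The paper states that glutathione reductase was higher in the mid and high dose groups on every day. Here Gsr passed at 1000 ppm on all 4 days and at 500 ppm on days 3, 7 and 14, while its change at 500 ppm on day 1 was 0.31 ± 0.14 (adjusted p = 0.321 in limma, and 0.281 to 0.775 under the other scalings and the run block). With the run as a block Gsr passed at 1000 ppm on days 3 and 14 only, and on no day at 500 ppm. The paper states that glutamate cysteine ligase rose on days 1 and 3. Here Gclc passed on day 3 at 1000 ppm, and its day 1 change of 0.49 ± 0.14 had an adjusted p of 0.0508; it passed with quantile normalization (0.0425, which drops 2 of the 78 and gains 3) and, chosen after seeing the values, with arrays divided by the median of their listed signals (0.0141, which drops 3 and gains 3), and not with division by their mean (0.0717) or the run as a block (0.742). At 500 ppm on day 3 Gclc had an adjusted p of 0.053, and it passed with quantile normalization (0.0315) and, chosen after seeing the values, with scaling to the median (0.0318) or mean (0.0426, which drops 6 and gains 2) of the listed signals, and not with the run as a block (0.733). These Gclc values are those of 1 probeset. A second Gclc probeset rose by 0.39 ± 0.07 at 1000 ppm over the 4 days (adjusted p = 2.6e-04 in limma), and its values on single days are not given here. For Gclm no day passed at 500 or 1000 ppm (adjusted p from 0.113 to 0.984 in limma).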

Other observations

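The tests of a scaling and of the run part of the smaller deposited table were chosen only after the result was seen. Genes of several other pathways changed at 1000 ppm over the 4 days. In bile acid synthesis Cyp7a1, its rate-limiting enzyme, fell by 1.05 ± 0.27 on the log2 scale and Cyp8b1, the sterol 12-alpha-hydroxylase, by 0.74 ± 0.14, each in 11 of 12 treated arrays, while Abcb11, the bile salt export pump, rose by 0.28 ± 0.06. Of 32 genes of amino acid metabolism and the urea cycle 8 were lower and 2 were higher (10 and 4 adjusted over the list alone; set adjusted p = 0.0524): Glud1, glutamate dehydrogenase, fell by 0.36 ± 0.04 and Gnmt, glycine N-methyltransferase, by 0.53 ± 0.07, and Ddc, an amino acid decarboxylase, rose by 0.78 ± 0.04. Of 17 genes of phospholipid synthesis 2 were higher and 3 lower (set adjusted p = 0.766), with 0.45 ± 0.05 for Ptdss2, which makes phosphatidylserine, and -0.20 ± 0.05 for Pemt, which makes phosphatidylcholine. Of 17 genes of cholesterol synthesis 4 were higher and 1 lower (0.0935): Msmo1, Sc5d and Dhcr7 rose by 0.45, 0.34 and 0.29, and Insig1, a brake on the pathway, fell by 0.46 ± 0.13. Of 22 genes of fatty acid and triglyceride synthesis 2 were higher and 4 lower (0.346), Dgat2 and Elovl2 among the lower (-0.22 and -0.28), and of 18 of fatty acid oxidation 1 was higher, Cyp4a8 (0.91; set 0.784).

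Over all 4 days 26 of 33 proteasome genes and 7 of 15 cell cycle genes were higher at 1000 ppm and none was lower (29 and 10 adjusted over the lists alone; set adjusted p = 9.7e-21 on 33 and 8.8e-05 on 6 genes, and adjusted p = 0.00165 and 0.0547 with an estimated correlation). The immunoproteasome subunits Psmb8, Psmb9 and Psmb10 had changes of -0.03, 0.14 and -0.01 and none passed. Of 17 genes of protein folding and stress in the endoplasmic reticulum 2 were lower (0.144), Herpud1 by 0.56 ± 0.14 and Creld2 by 0.33 ± 0.09. Of 17 sex- and growth hormone-dependent genes 4 were higher and 1 lower (0.346), with 0.32 for Akr1c14 and -0.29 for Ghr, and of 10 circadian clock genes 1 was lower (0.276). Among markers of other cells, of 8 stellate cell and fibroblast genes 1 was lower (0.0524), of 2 cholangiocyte genes 1 was higher, Epcam (0.0776), and 0 passed in limma of 6 endothelial (0.975), 3 erythroid (0.697) and 11 secretory hepatocyte genes (0.501) and of the 1 lymphocyte gene tested, with 0, 0, 1 and 0 at an unadjusted p under 0.05. After quantile normalization the medians of the endothelial and secretory genes, 0.02 and 0.03, were -0.04 and -0.03.

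Other splits of the arrays were counted for each comparison. For 1000 and 500 ppm averaged over days chance can be excluded, with 1 of 100 splits as large. The real counts were 1790 and 1088 and the highest other 163 and 144. Chance can also be excluded for the analysis of variance (754, highest other 10). For 50 ppm averaged over days the real count was 19, and 2 of 100 splits were as large, the real one included. The highest other count was 38, above the real one, so these splits argue against chance at 50 ppm without excluding it. The early only probesets (282, highest other 17) and the sustained ones (35, highest other 0) were counted with doses shuffled within each day. That removes every dose effect, so it argues against chance for a change with dose. It cannot test whether a change was limited to some days. For 1000 against 500 ppm the real count is 0, so all 100 of 100 splits are as large whatever the data and chance was not tested (highest other 5; 712 at an unadjusted p under 0.05 in limma). A first draw of the splits averaged over days allowed repeats and mirror images and was replaced; its highest other counts differed from these. On single days 3 against 3 gives too few splits for a share under 0.05: real counts at 1000 ppm were 343, 563, 269 and 467 with 2, 2, 1 and 1 as highest other, at 500 ppm 117, 169, 465 and 218 with 1, 0, 3 and 0, and at 50 ppm 2, 14 and 16 on days 1, 3 and 14 with 0, 0 and 0.

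The smaller deposited table holds 776 probesets, fewer than the number of changed ones the paper gives, and 305 of them passed the dose term of the analysis of variance. These probesets had their lowest medians against the controls in 2 groups with run 1 arrays, -0.24 at 500 ppm on day 7 and -0.16 at 1000 ppm on day 14, while the third such group, 50 ppm on day 3, had -0.07, beside -0.07 and -0.08 at 1000 ppm on days 3 and 7 without such arrays, and the 3 doses of day 1, whose controls hold 2 run 1 arrays, had 0.09, 0.10 and 0.12. A difference between array runs as the whole cause is argued against at 500 ppm on day 7 and 1000 ppm on day 14, where the run terms of the arrays of other groups give medians of -0.0236 (quartiles -0.17 and 0.12) and -0.0128 (-0.11 and 0.08) and the medians were -0.17 and -0.13 with the run as a block, and by run 1 minus run 6 medians of -0.0211, -0.0047 and -0.0106 within 3 groups; at 50 ppm on day 3 the run terms give -0.05 of the -0.07. That the probesets were selected on arrays scaled to the median of their listed signals is a candidate explanation, since 658 of the 776 reach 1.5-fold on that scale against 360 on the deposited one. Among all probesets the number at 1.5-fold in the analysis of variance also rose, from 2584 to 3321. On that scale 633 of the 776 pass either term, a count not made on the deposited scale.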
